# The diabetes gene *Tcf7l2* organizes gene expression in the liver and regulates amino acid metabolism

**DOI:** 10.1016/j.molmet.2025.102208

**Published:** 2025-07-15

**Authors:** Joanna Krawczyk, William O’Connor, Pedro Vendramini, Mareike Schell, Kiran J. Biddinger, Matt Kanke, George Pengo, Ivana Semova, Tiffany Fougeray, Marcia Haigis, Krishna G. Aragam, Wouter H. Lamers, Linus T. Tsai, Praveen Sethupathy, Sudha B. Biddinger

**Keywords:** Zonation, Transcription, Diabetes, Metabolism

## Abstract

**Objective:**

Though *Tcf7l2* harbors the strongest genetic association with diabetes identified thus far, how it promotes metabolic disease remains unclear. Our aim was to dissect the contribution of hepatic TCF7L2.

**Methods:**

Mice with liver-specific knockout of *Tcf7l2* produced by targeted deletion of exon 1 were subjected to physiological characterization, single nucleus sequencing, and metabolite profiling. In parallel, a phenome-wide association study was performed in humans.

**Results:**

We found that liver-specific deletion of *Tcf7l2* had little effect on plasma glucose, but disrupted hepatic zonation. That is, many genes normally show gradients of expression across the liver lobule; in the absence of *Tcf7l2*, these gradients collapsed. One major consequence was the disorganization of glutamine metabolism, with a loss of the glutamine production program, ectopic expression of the glutamine consumption program, and a decrease in glutamine levels. In parallel, glutamine was found to be the most significantly decreased metabolite in the plasma of individuals harboring the rs7903146 variant in *Tcf7l2*.

**Conclusions:**

Taken together, these data indicate that hepatic TCF7L2 has a secondary role in glycemic control, but a primary role in maintaining transcriptional architecture and glutamine homeostasis.

## Highlights

• The diabetes gene *Tcf7l2* is crucial for maintaining hepatic zonation.
• Hepatocyte *Tcf7l2* deletion has minor effects on glucose homeostasis.
• TCF7L2 plays a central role in regulating glutamine metabolism.

## 1 Introduction

Genome-wide association studies are performed with the expectation that they will identify genes that are important in human physiology and disease. For type 2 diabetes, the major outcome of these efforts is the identification of *TCF7L2* [1]. TCF7L2 encodes a member of the TCF/LEF family of transcription factors, which bind to β-catenin – a transcriptional regulator that is responsive to Wnt signals [1,2]. In addition to being the first gene found to be associated with type 2 diabetes, *TCF7L2* remains the strongest and most significant association, replicated in multiple cohorts of different ancestries [3]. It appears to be involved in almost 20% of type 2 diabetes cases [4]. Furthermore, *TCF7L2* has been implicated in numerous other diseases associated with type 2 diabetes, ranging from cardiovascular disease to cancer to liver disease [5]. Yet, more than a decade after the identification of TCF7L2 as a diabetes gene, the functions of TCF7L2 remain unclear.

Whole body knockouts of *Tcf7l2* are hypoglycemic and die shortly after birth [6]. Knockout of *Tcf7l2* in β-cells promotes their dysfunction [7] whereas knockout in adipocytes leads to adipocyte hypertrophy, obesity and insulin resistance [8]. These studies suggest that TCF7L2 may act in multiple tissues to promote diabetes.

The effects of *Tcf7l2* disruption in the liver have been discordant, with some studies reporting hypoglycemia and others hyperglycemia [[9], [10], [11], [12], [13], [14]]. Similarly, both increased and decreased susceptibility to steatosis have been reported [[15], [16], [17]]. These discrepancies may be due, at least in part, to the complexities of dissecting TCF7L2 function. TCF7L2 is a member of the TCF/LEF family of transcription factors, which are often redundant with one another; moreover, both TCF7L2 and β-catenin have multiple additional binding partners [18,19]. Some mutations used to disrupt TCF7L2 function lacked the β-catenin interaction domain, but retained the DNA binding domain [14]; others lacked the DNA binding domain but retained the β-catenin interaction domain [12]. Though both mutations disrupt TCF7L2, their secondary effects on β-catenin and the other members of the TCF/LEF family could differ, making it difficult to define the unique functions of TCF7L2.

Here, we use mice with targeted deletion of exon 1, with a complete loss of function [20], to define the specific effects of TCF7L2 in the liver. We find that hepatic TCF7L2 has little effect on glucose and lipid metabolism; however, it is essential for the organization of gene expression in the liver. *Tcf7l2* deletion leads to diverse metabolic effects, particularly a decrease in glutamine, which is also observed in individuals with the single-nucleotide polymorphism (SNP) rs7903146 in *TCF7L2*.

## 2 Materials and methods

### 2.1 Animals

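*Tcf7l2* encodes a transcription factor of the TCF/LEF family, which binds β-catenin through its N-terminal end. In the GRCm39 mouse genome the gene lies on the plus strand of chromosome 19 from 55730188 to 55922091, a length of 191904 bases. Exon 1 of its canonical transcript, which has 13 exons, runs from 55730188 to 55730962. It holds 586 bases of 5′ UTR, and the sequence around the start codon is TGAAAAATGCCG. The coding part of exon 1 runs from 55730774 to 55730962. Its 189 bases make 63 codons, or 10.8% of the 1743-base coding sequence. Of 17 annotated coding transcripts, 14 have coding sequence in this exon. Of the *Tcf7l2* primers the paper lists, TTGACCAGCGAGGACTTGAC matches the minus strand from 55730903 to 55730922, and CGCTAACGACGAGCTGATCT matches the plus strand from 55730812 to 55730831. Both lie in the coding part of exon 1, and their product is 111 bases long. The positions of the loxP sites were not analysed here.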

*Tcf7l2*^*Flox/Flox*^ mice [20] were purchased from Jackson Laboratories (strain code: 031436) and group-housed at 21 °C on a 12 h light/dark cycle (7 am/7 pm) with free access to food, unless otherwise indicated. At the end of the experiment, mice were killed in the *ad libitum* state at 2 pm. All animal experiments were performed under approval of the Institutional Animal Care and Research Advisory Committee (IACUC) at Boston Children’s Hospital.

*Tcf7l2*^*Flox/Flox*^ littermates were injected retro-orbitally at five to seven weeks of age with 1 × 10^11^ genome copies of AAV8-TBG-GFP (CON, Penn Vector Core, 105535-AAV8) or AAV8-TBG-CRE (TCF7L2 L-KO, Penn Vector Core 107787-AAV8). They were then continued on a chow diet or placed on a Western Diet (Envigo, TD.88137; 42% kcal from fat, 0.2% cholesterol, and 34% sucrose by weight), or 60% High-fat Diet for twelve weeks (Research Diets Inc., D12492; 60% kcal from fat). Where noted, mice were placed in an incubation chamber at 29–31 °C.

#### 2.1.1 Glucose and lipid phenotyping

For the glucose tolerance test (GTT), animals were fasted for 14–16 h overnight, and 2 g d-glucose/kg body weight was administered intraperitoneally (*i.p.*). For the pyruvate tolerance test (PTT), mice were fasted 4 h prior to *i.p.* administration of 2 g/kg of sodium pyruvate. For the insulin tolerance test (ITT), mice were fasted 4 h prior to administration of a 1 unit/kg *i.p.* injection of human insulin. For the glutamine tolerance test (GlnTT), mice were fasted 16 h overnight before *i.p.* administration of 2 g/kg of l-Glutamine. Blood glucose levels were monitored via tail nick using a glucose meter (Bayer Contour). Values above the limit were assigned the upper limit value of 600 mg/dl. One (control group) or two (L-KO group) mice in each group became hypoglycemic during the ITT and were excluded from the analysis. Additionally, mice were food-deprived for 4 h to collect plasma samples in the fasted state using EDTA-coated Eppendorf tubes.

### 2.2 Plasma analysis

Plasma insulin was measured with an ELISA from CrystalChem (CrystalChem Ultrasensitive Mouse Insulin ELISA). Plasma triglycerides and cholesterol were measured using a colorimetric assay (Infinity Triglycerides, Infinity Cholesterol, Thermo Scientific). Plasma glutamine was measured using a colorimetric assay (Glutamine Assay Kit, Sigma).

### 2.3 Hepatic lipids

Hepatic lipids were isolated as previously described [21]. In brief, approximately 80 mg of liver was homogenized in 50 mM NaCl and extracted with 2:1 chloroform:methanol. The interphase was washed with 50 mM NaCl and 360 mM CaCl_2_ in 50% methanol. The organic extracts were mixed with 10% Triton X-100 (Sigma) in acetone, dried at room temperature overnight, and subjected to colorimetric assays (Infinity Triglycerides, Infinity Cholesterol, Thermo Scientific).

### 2.4 Bulk gene expression analysis

Total RNA was isolated from frozen liver tissue using TRIZol reagent (Life Technologies). Following isolation, RNA concentration was quantified by a NanoDrop spectrophotometer (Thermo Fisher Scientific) and reverse transcribed using the High Capacity Reverse cDNA Transcription Kit (Applied Biosystems). Reverse transcriptase quantitative polymerase chain reaction was performed using SYBR green master mix (Applied Biosystems) and 300 nM of each forward and reverse primer (obtained from MilliporeSigma, see Table 2). Fluorescence was monitored using the Applied Biosystems QuantStudio 6 flex (Thermo Fisher Scientific). Each run was followed by a melt curve (90 °C–60 °C) for quality control. Samples were analyzed in duplicate, and relative quantification of gene expression levels was performed according to the ΔΔCT method using TATA-box binding protein (*Tbp*) as reference gene. Data were expressed as 2^−ΔΔCT^ and normalized to the control group.

**Table 1:** Human phenotypic profiling of TCF7L2 rs7903146 variant within UK Biobank study participants.

rs7903146	C/C	C/T	T/T	*p*-value
n	54649	44178	9192	
Age (mean (SD))	56.6 (8)	56.6 (8)	56.6 (8)	0.835
Male (%)	25194 (46)	20420 (46)	4368 (48)	0.04
Type 2 diabetes (%)	2353 (4.3)	2508 (5.7)	698 (7.6)	<0.001
HbA1c, mmol/mol (mean (SD))	35.83 (6.3)	36.38 (7.1)	36.83 (7.6)	<0.001

Characteristics of 108,019 UK Biobank participants stratified by rs7903146 carrier status. Values are presented as either number (%) or mean (SD). Nominal *p*-values calculated as either Chi-squared test for categorical variables or ANOVA for continuous variables.

**Table 2:** RT-qPCR Primers.

Gene	Forward sequence	Reverse sequence
*Tbp*	ACCCTTCACCAATGACTCCTATG	TGACTGCAGCAAATCGCTTGG
*Tcf7l2* (Exon 1)	TTGACCAGCGAGGACTTGAC	CGCTAACGACGAGCTGATCT
*Axin2*	CAAGTGCAAACTCTCACCCA	TTGACTGGGTCGCTTCTCTT
*G6pc*	TGGCTTTTTCTTTCCTCGAA	TCGGAGACTGGTTCAACCTC
*Pepck*	TGGATGTCGGAAGAGGACTT	TGCAGGCACTTGATGAACTC
*Acly*	AAGAAGGAGGGGAAGCTGAT	TCGCATGTCTGGGTTGTTTA
*Acaca (Acc)*	TGACAGACTGATCGCAGAGAAAG	TGGAGAGCCCCACACACA
*Fasn*	GCTGCGGAAACTTCAGGAAAT	AGAGACGTGTCACTCCTGGACTT
*Cps1*	ACATGGTGACCAAGATTCCTCG	TTCCTCAAAGGTGCGACCAAT
*Otc*	GGACAGTGGAATTGCTCTCC	GTCTGTCAGCAGGGATACCAT
*Ass1*	TGCTCTAGAATGTCCAGCAAGGGCTCTG	GCGTCGACCTATTTGGCAGTGACCTTGCTC
*Asl*	CTATGACCGGCATCTGTGGAA	AGCAACCTTGTCCAACCCTTG
*Arg2*	GGGCAGCCTCTTTCCTTTCT	GCAGGCTCCACATCTCGTAA
*Glul*	TGAACAAAGGCATCAAGCAAATG	CAGTCCAGGGTCCGGGTCTT
*Gls2*	CAGAGGGACAGGAGCGTATC	TTCTTTCGGAATGCCTGAGTC

### 2.5 Metabolite profiling and mass spectrometry

#### 2.5.1 Extraction of metabolites from liver

Polar metabolites were extracted from liver tissue in methanol and chloroform. Samples were vortexed for 15 min at 4 °C and centrifuged at 13,300 rpm for 15 min at 4 °C. The supernatant containing polar metabolites was concentrated and dried at 4 °C using a CentriVap SpeedVac (Labconco). The dried extracts were then reconstituted in 1:1 acetonitrile: water.

#### 2.5.2 LC-MS

Samples were run on a Vanquish UHPLC system (Thermo Fisher) coupled to a Q-Exactive HF-X mass spectrometer utilizing a HESI probe (Thermo Fisher) in negative ion mode. A 150 × 2.1 mm iHILIC1-(P) Classic polymeric column equipped with a 2.1 × 20 mm iHILIC1-(P) Classic Guard column (both 5 μm, 200 Å, HILICON AB) was used with Buffer A (20 mM ammonium carbonate in water, with 0.1% ammonium hydroxide) and buffer B (100% acetonitrile). A linear gradient was performed at a flow rate of 0.15 ml/min as follows: 0–23 min linear gradient from 95% B to 5% B; 23–25 min hold at 5% B, to waste from 25 to 25.5 min gradient to 95% B at 0.20 ml/min, 25.5–32.5 min hold at 95% B, and finally 32.5–33 min 95% B at 0.15 ml/min. The column was held at 25 °C, the column preheater at 30 °C and the autosampler at 4 °C. MS acquisition was performed on full scan mode over a range of 70–1000 *m*/*z* and a resolution of 60,000, an AGC target of 1e5 and a maximum injection time of 20 ms with a 5 eV in-source CID. The spray voltage was set to 3 kV, the heated capillary was set at 275 °C and the probe was set at 350 °C. The sheath gas flow rate was 40, the auxiliary gas was set at 15, and the sweep gas flow rate was set to 1. Feature extraction and peak integration were performed using Tracefinder version 4.1 (Thermo Fisher). Metabolites were identified using exact mass with a 5 ppm tolerance and retention time with reference to an in-house library of chemical standards. Peaks were manually curated.

#### 2.5.3 Analysis of metabolite data

Metabolites that passed the criteria of -log10(pval) > 1.3 (i.e., *p* < 0.05) and |log2(fold change)| >1.0 were considered significantly altered. The proportion of significant metabolites in each category was calculated and a pie chart was generated in GraphPad Prism (Version 10). MetaboAnalyst 6.0 was used for pathway analysis of significantly altered metabolites. For bar graphs, data are represented as mean +/− SEM, with significance determined by a Student's t-test. The entire data set, including metabolite category assignment, is available in Suppl. Table 1.

### 2.6 Immunoblotting

For nuclear extracts, 150 mg liver tissue was dounced 24x in a glass tissue grinder set (Corning) with pestle A and B using nuclei EZ prep buffer (Sigma Aldrich, Nuc-101) with added phosphatase inhibitor (Roche). After a 5 min incubation on ice, the sample was run through a 100 μm and then a 40 μm filter prior to centrifugation (500 x G for 5 min at 4 °C) and the supernatant was removed (cytosolic fraction). The nuclear pellet was washed once in EZ prep buffer, twice with buffer ST (5 mM Tris, 73 mM NaCl, 0.5 mM CaCl_2_, and 10.5 mM MgCl_2_), and resuspended in nuclear lysis buffer (10 mM HEPES pH 7.9, 0.4 M NaCl, 1 mM sodium EDTA, 1 mM sodium EGTA, 0.5 mM DTT). Samples were agitated gently at 4 °C for 1 h and then centrifuged (13,000 rpm at 4 °C for 10 min). The supernatant was used for immunoblotting.

For whole cellular lysates, 50 mg liver tissue was homogenized in RIPA protein lysis buffer supplemented with phosSTOP and cOmplete (Roche). Samples were centrifuged (13,000 rpm at 4 °C for 30 min) and supernatant was collected for immunoblotting.

Protein quantification measurements were performed using the Pierce BCA Protein Assay Kit (Thermo Fisher). Lysates were supplemented with 5X Laemmli sample buffer (10% SDS, 312.5 mM Tris pH 6.8, 0.01% Bromophenol Blue, 50% Glycerol) with freshly added β-mercaptoethanol to 5%, and then boiled. 10–40 μg of protein was subjected to SDS-PAGE and transferred onto a PVDF membrane (Thermo Scientific). Membranes were incubated with 5% milk in 0.1% TBS-T or StartingBlockTM Blocking Buffer (Thermo Scientific) for 1 h at room temperature and then overnight at 4 °C. The following primary antibodies were used: TCF7L2 (Cell Signaling, CST2569, 1:1000), NUP98 (Cell Signaling, CST2598, 1:1000), Vinculin (Cell Signaling, CST13901, 1:1000) and Total OXPHOS Rodent WB Antibody Cocktail (Abcam, ab110413, 1:1000). The following secondary antibodies were used: anti-rabbit HRP (Cell signaling, 1:15,000) and anti-Mouse HRP (Invitrogen, 1:15,000). Finally, proteins were detected using SuperSignal West Pico PLUS or DURA Chemiluminescent Substrate (Thermo Scientific).

### 2.7 Single nucleus sequencing

#### 2.7.1 Single nucleus sequencing analysis

Nuclei were isolated as previously described [22]. 10X genomics CellRanger Count (v6.1.2) [23] was used to align FASTQs against the mouse genome (mm39) [24]. Ambient RNA was removed with CellBender (v0.2.0) [25], and gene-by-cell count matrices were generated using Seurat (v4.3.0.1) [[26], [27], [28], [29], [30]]. scDblFinder (v1.14.0) [31] was used to identify and remove doublets, and nuclei with less than 500 detected genes (nFeatures) were removed. Additionally, nuclei with at least 2% of reads mapping to mitochondrial genes (mt.percent) were discarded. The resulting 24,175 nuclei were then normalized using SCTransform [32,33], and the 3000 most variable features were used for discerning the integration anchors, and the following integration. The first twelve components of principal component analysis were used for finding nearest neighbors, and the Louvain method was used for graph-based clustering (resolution of 0.12). Known marker genes were used to assign cell types [34]. Further analysis focused on the 18,242 nuclei in the hepatocyte clusters (HEP1, HEP2).

First, we identified genes that were differentially expressed in FLOX versus L-KO in each hepatocyte cluster (HEP1 and HEP2) [35,36], filtering for expression in >10% of cells for both genotypes and FDR<0.05 (Student’s t-Test, Benjamini-Hochberg) [37]. In addition, each nucleus was scored for the expression level of pericentral and periportal marker genes [38].

Second, we identified significantly zonated genes. Nuclei in the hepatocyte clusters were re-integrated and re-clustered using the top 30 PCs and a resolution of 0.9, resulting in 19 subclusters, four of which were excluded from further analysis due to their distance from the main body of hepatocytes in the UMAP analysis. The remaining 15 clusters were subjected to diffusion map dimensionality reduction with the first 30 principal components using Destiny (v3.14.0) [39]. The diffusion pseudotime (DPT) values were rescaled and renamed as diffusion pseudodistance (DPD). A lobular location was assigned to each nucleus using previously published pericentral and periportal hepatocyte signatures [38]. Diffusion pseudodistance values were then grouped into 80 bins and a generalized additive model was created for each gene and genotype using gam (v 1.22–2) [40]. The genes were then classified as significantly zonated if *P* < 0.05 based on a parametric ANOVA of the model in either or both genotypes.

Finally, to identify gene expression modules, we performed unsupervised hierarchical clustering on all significantly zonated genes (hclust, cutree, stats v4.3.1) [41,42]. Here, diffusion pseudodistance values were grouped into 8 bins for each genotype. The resulting modules were subjected to Enrichr [41,[43], [44], [45]] analysis. Alternatively, we performed hypergeometric overlap analysis [46] with the genes known to be induced or suppressed by β-catenin [47]. For example, we determined the number of genes present in both Module A and the set of genes suppressed by β-catenin, and divided by the number of genes in both sets. *P* values were adjusted using the Benjamini Hochberg procedure [37].

### 2.8 Immunofluorescence and smFISH

#### 2.8.1 Sectioning

The right posterior lobe of the liver was fixed in 10% neutral buffered formalin and incubated at 4 °C overnight. Samples were washed four times in phosphate-buffered saline (PBS), then stored in 70% ethanol until further processing. Paraffin embedding and cutting (5 μm sections), as well as hematoxylin and eosin staining, were performed by the Beth Israel Deaconess Histology Core.

#### 2.8.2 Single molecule in situ hybridization

*In situ* hybridization was performed on 5 μm formalin fixed, paraffin embedded (FFPE) sections using RNAscope multiplex fluorescent V2 assay (323110, Advanced Cell Diagnostics, Inc). The following probes were used: Mm-Cps1-C2 (437201-C2); Mm-Gls2-C3 (449281-C3), and Mm-Glul-C1 (426231). Tissue pretreatment was performed according to the manufacturer’s instructions for FFPE murine liver tissue. Hybridization, downstream amplification steps, and DAPI staining/mounting were performed according to the manufacturer’s protocol (UM 323100). Transcripts were labeled with PerkinElmer TSA Plus fluorophores. Glul-C1 probe was detected using TSA Plus fluorescein (NEL741E001KT); Cps1-C2 probe was detected with TSA Plus Cyanine 3 (NEL744E001KT), and Gls2-C3 probe was detected with TSA Plus Cyanine 5 (NEL745E001KT).

#### 2.8.3 Image collection and downstream analyses

Images were collected at 20X with a Nikon upright Eclipse90i microscope; five Z-stacks with steps of 1 μm were combined to form the focused image, and downstream adjustments were performed in ImageJ. In all cases, images were collected using the same exposure time across samples, and downstream adjustments were performed equally across all experimental groups. One to five images were collected per mouse. Red blood cells within the lumens of the veins were masked. Quantification was done using custom Python scripts [48] (please see: 2.11 Data availability). Transcripts were detected by the Big-FISH Python package [49]. Central veins were identified by the marker gene *Glul* and/or absence of a bile duct. Central and portal veins were outlined in CellProfiler [50]. Transcripts were assigned to 10 bins based on distance from the central vein relative to the sum of distances to the central and portal veins. The counts in each bin were normalized by the area of the bin in pixels, and the percentage of total counts in each bin was calculated. Values were then averaged by mouse.

### 2.9 Human genetics studies

The UK Biobank is a large population-based biobank consisting of extensive genetic and phenotypic data for 502,629 participants [51]. Detailed baseline plasma metabolic biomarker quantification was performed in 118,461 of these patients [52,53]. 10,442 individuals were excluded based upon sample-level reliability metrics and availability of phenotypic data. Metabolite or disease associations with the rs7903146 variant in the TCF7L2 gene were tested in the 108,019 remaining individuals using linear or logistic regression adjusted for participant age at baseline assessment, sex, and the top ten principal components of genetic ancestry. Supplemental Table 5 lists the phenotypes assayed. Informed consent was obtained for all UK Biobank study participants, and analysis was approved by the Mass General Brigham Health Care Institutional Review Board (under protocol 2013P001840; UK Biobank application 7089).

### 2.10 Statistical analysis of phenotypic data and gene expression

Data are represented as mean +/− SEM, unless stated otherwise. For comparisons between two groups, a Student's t-test in GraphPad Prism (Version 10) was performed.

### 2.11 Data availability

All data are available in the main text or the supplementary materials, with the exception of the Single Nucleus Sequencing data (GEO: GSE298551). Custom R and Python scripts can be found at https://github.com/WO-Connor/TCF_Knockout/.

## 3 Results

### 3.1 Phenotyping of mice with liver specific knockout of *Tcf7l2*

Mice harboring floxed alleles of exon 1 of the *Tcf7l2* gene were injected with adeno-associated virus encoding Cre recombinase under the *Tbg* promoter to generate mice with liver specific knockout (L-KO) of *Tcf7l2*. For controls (CON), we used littermates injected with adeno-associated virus in which green fluorescent protein was substituted for the *Cre* recombinase.

In the absence of any overt phenotype on the chow diet (Supplemental Fig. 1), we subjected mice to a Western diet (34% sucrose by weight; 42% fat; 0.2% cholesterol). Figure 1A shows an immunoblot of nuclear liver extracts. Using an antibody against an epitope close to the HMG-box DNA binding domain [54], we observed two major bands at 58 and 79 kDa in the control livers, as previously reported [15]. These were undetectable in the L-KO mice. We found no overt phenotype on this diet either (Figure 1B-L, Supplemental Fig. 1P). Body weight was unchanged. Blood glucose was measured in the *ad libitum* fed state (data not shown); in the 4 h fasted state; during a glucose tolerance test; during a pyruvate tolerance test; and during an insulin tolerance test. We further stressed the mice by placing them in a thermoneutral environment, feeding them a high fat diet (60% calories from fat), and subjecting them to a fasting challenge (Figure 1C, Supplemental Fig. 1C, Supplemental Fig. 2A–F). Though hyperglycemia was occasionally noted in the L-KO mice, this was not significant and reproducible over cohorts. In parallel, the bulk levels of the gluconeogenic genes were similar to controls (Figure 1L, Supplemental Fig. 1L).

**Figure 1:**
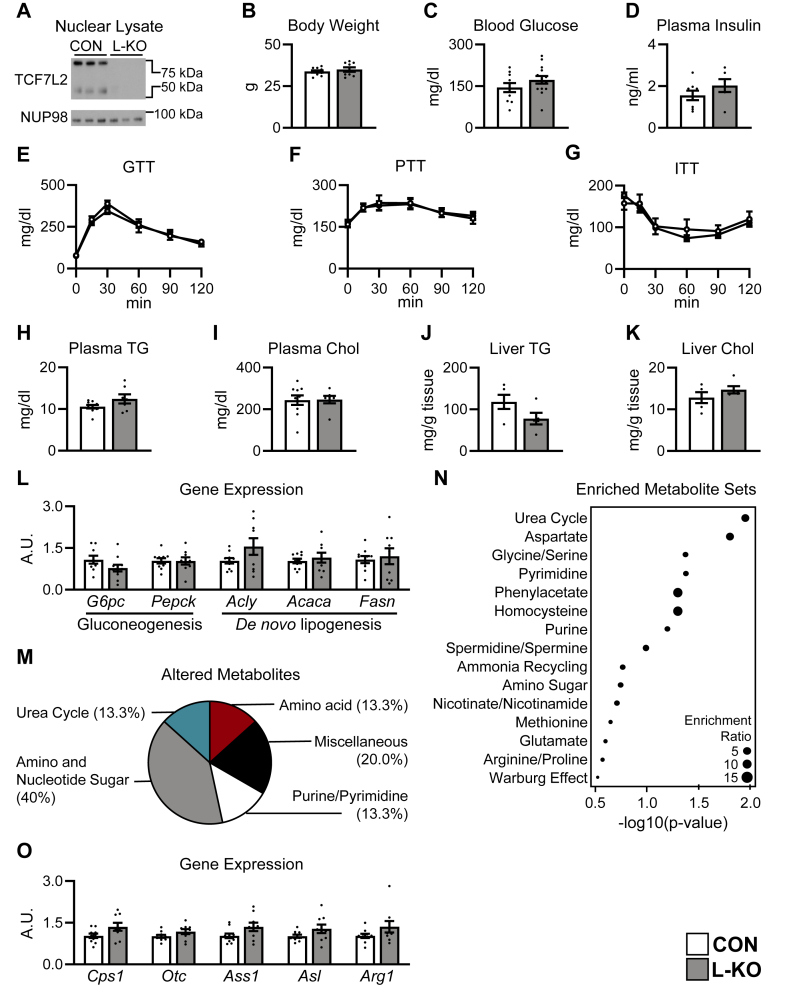
***Tcf7l2* L-KO mice show widespread metabolite changes though glucose and lipid homeostasis are largely intact.** Six-to eight-week old male *Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on a Western diet for twelve weeks. (**A**) Western blot of liver nuclear fractions. (**B**) Final body weight. (**C, D**) Four hour fasting (**C**) blood glucose and (**D**) plasma insulin. (**E-G**) Blood glucose levels during a (**E**) glucose tolerance test (GTT), (**F**) pyruvate tolerance test (PTT), and (**G**) insulin tolerance test (ITT). Four hour fasting (**H**) plasma triglycerides (TG) and (**I**) plasma cholesterol (Chol). (**J**) Liver triglycerides (TG). (**K**) Liver cholesterol (Chol). (**L, O**) Liver QPCR analysis. (**M, N**) Livers were subjected to metabolite profiling, and 30 significantly altered metabolites were identified. (**M**) Proportion of significantly altered metabolites in each category. (**N**) Metabolite Set Enrichment Analysis of significantly altered metabolites. Data are presented as the mean ± SEM; *n* = 5–14/group. A.U., arbitrary units.

Plasma and hepatic lipid levels also remained similar to controls, though there was a trend towards reduced hepatic triglycerides (Figure 1H–K, Supplemental Fig. 1H–K). In parallel, expression of lipogenic genes, assayed on whole liver homogenates using QPCR, was similar between genotypes (Figure 1L, Supplemental Fig. 1L).

We next performed metabolomics analysis, measuring 183 metabolites in the livers of control and L-KO mice. Interestingly, principal component analysis revealed a clear separation by genotype, indicating significant metabolic derangements in the *Tcf7l2* knockout mice on both the chow and Western diet (data not shown). We then focused on the 30 metabolites that were significantly altered by genotype (Supplemental Table 1). Interestingly, more than one third of these were related to amino acid metabolism (Figure 1M,N; Supplemental Fig. 1M,N). When we performed metabolite enrichment analysis, the most significantly perturbed pathway was urea cycle, which is required for the catabolism of amino acids. Yet, QPCR on whole liver homogenates did not reveal robust changes in urea cycle gene expression, raising the question of how the transcription factor TCF7L2 alters metabolism (Figure 1O, Supplemental Fig. 1O).

### 3.2 Single nuclei sequencing of *Tcf7l2* L-KO mice

Though the liver is often considered a homogenous organ, it has a complex microarchitecture, with millions of lobules. Each lobule is anatomically defined by a central vein, surrounded by concentric layers of hepatocytes, with portal triads located at the periphery (Figure 2A). Those hepatocytes closest to the central vein (i.e., pericentral hepatocytes), and those closer to the portal vein (i.e., periportal hepatocytes) differ in their transcriptional profiles [38,55].

**Figure 2:**
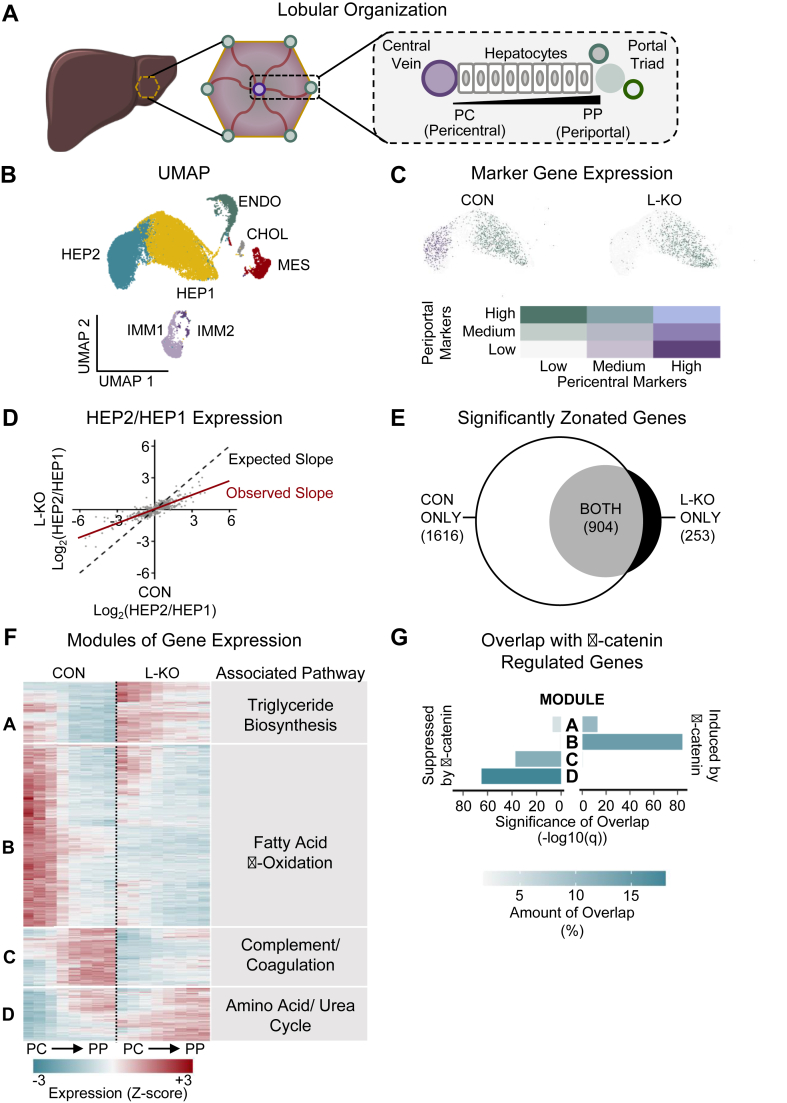
***Tcf7l2* is required for hepatic zonation.** (**A**) Diagram of the liver lobule. (**B-G**) Single nucleus sequencing was performed on the livers of five- to six-week old *Tcf7l2*^*Flox/Flox*^ mice injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on a Western diet for twelve weeks. (**B**) UMAP projection (HEP1, hepatocyte 1; HEP2, hepatocyte 2; ENDO, endothelial cells; CHOL, cholangiocytes; MES, mesenchymal cells; IMM1, immune 1; IMM2, immune 2). (**C**) Hepatocyte clusters colored by periportal (PP) and pericentral (PC) marker gene expression [38]. (**D**) Comparison of genes that are differentially expressed in both CON and L-KO livers. (**E**) Number of significantly zonated genes by genotype. (**F**) Genes that were significantly zonated in either genotype were subjected to heatmap analysis with unsupervised clustering, generating four gene expression modules. Modules were subjected to Enrichr [43], [44], [45], [68] and a representative pathway is shown. Full Enrichr results are shown in Supplemental Table 2. (**G**) The percentage of genes in each module that are known to be suppressed or induced by β-catenin [47].

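Single nucleus sequencing was analysed here for 5 CON and 5 *Tcf7l2* L-KO livers after 12 weeks of Western diet. CON mice received a virus encoding GFP and L-KO mice one encoding Cre. Nuclei were run in 2 pools, with 3 CON and 2 L-KO mice in pool 1 and 2 CON and 3 L-KO mice in pool 2. Each pool gave a gene expression library and a hashtag library, 4 libraries in all. A hashtag is a short DNA barcode that marks the nuclei of one mouse before pooling, and each mouse carried 2 of them. The authors aligned the reads to mm39 with Cell Ranger 6.1.2 and removed ambient RNA with CellBender 0.2.0. The deposited files used here hold the cell barcodes, the list of 32476 genes and the hashtag counts. Gene counts of single nuclei were not analysed here. Pool 1 held 23054 cell barcodes and 6717073 hashtag counts, with a median of 253 per barcode. Pool 2 held 21171 cell barcodes and 5876381 hashtag counts, with a median of 213. Barcodes were assigned to mice from these counts with HTODemux of Seurat 5.3.0 at a positive quantile of 0.99, and both hashtags of a mouse were taken as that mouse. In simulated pools, HTODemux gave the right mouse to 95.9% of 7058 barcodes that held 1 mouse. It found 75.2% of the simulated barcodes that held nuclei of different mice, and left 75.0% of those without a hashtag unassigned. Each simulated barcode with a hashtag had the same expected share of its counts from its hashtags within a pool. Real barcodes need not, so these rates may not hold for the real calls. Gene expression across the lobule was taken from the paper's Supplemental Table 3, which gives the mean of each zonated gene in 8 layers for each genotype, from layer 1 (pericentral) to layer 8 (periportal). The first 1998 rows were read, which run in alphabetical order as far as *Pros1*, and 775 more were not. These means pool the mice and their unit is not stated in the paper's text, so they carry no error and no test. L-KO to CON ratios were computed here after adding 0.05 to each mean, which understates the change of genes with low means. A gene was called higher or lower at a ratio of 1.5 times. The methods give an age of 5 to 7 weeks at injection and the legend of Figure 2 gives 5 to 6.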

Since TCF7L2 has previously been suggested to have different effects in different locations in the lobule [47], we performed single nucleus sequencing on the livers of five control mice and five *Tcf7l2* L-KO mice. 29,637 nuclei were identified, of which 24,175 passed quality control. 

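The CON livers contributed 2905 ± 165 nuclei per mouse and the L-KO livers 3023 ± 124 (SD, n = 5 mice each), counting barcodes with hashtags of 1 mouse. The difference of 118 nuclei was within the spread between mice (two-sided exact permutation test, p = 0.254; the smallest p that 5 mice against 5 allow is 0.00794). In pool 1 the CON mice had 3061, 2795 and 3109 nuclei and the L-KO mice 3181 and 3019. In pool 2 the CON mice had 2792 and 2770 and the L-KO mice 3000, 2841 and 3076. The median hashtag count per nucleus was 266 ± 43.4 in CON and 241 ± 21.5 in L-KO mice (SD, n = 5 each), a log2 difference of -0.13 (exact permutation p = 0.310). Of 44225 cell barcodes, 29644 carried hashtags of 1 mouse, which is 67.0% (exact 95% binomial interval 66.6% to 67.5%). Of these, 461 carried both hashtags of the mouse and may hold more than 1 nucleus. Hashtags of more than 1 mouse were on 3814 barcodes, or 8.62% (8.36% to 8.89%), and 10767 barcodes had no hashtag above background. The intervals cover counting error only. By the shares of the mice, 20.0% of droplets with 2 nuclei hold nuclei of the same mouse, which hashtags of different mice cannot show. When a barcode was instead given to its top hashtag at a margin of 3 times over the next, 48.1% of barcodes had 1 mouse and the difference in nuclei per mouse was -247.6 (exact permutation p = 0.476). At the lower and higher quantile tried for the call it was 9.2 and 189.8, and over all barcodes of the hashtag data 55 (exact permutation p = 0.968, 0.111 and 0.532).

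**Figure D1:**
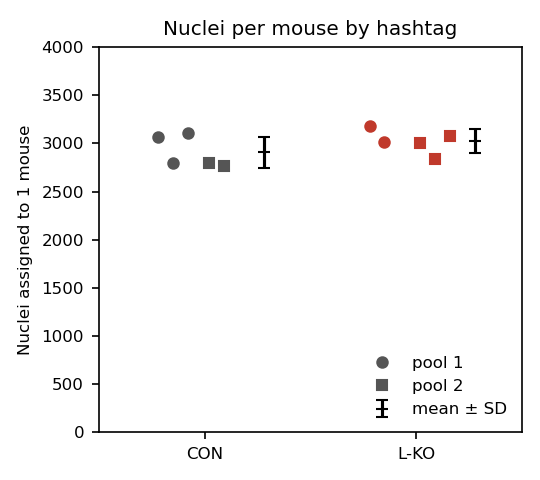
Nuclei assigned to 1 mouse by hashtag (vertical axis, number of nuclei) in CON and L-KO livers. Each point is a mouse, circles are pool 1 and squares pool 2, and the bar is the mean ± SD of 5 mice. The CON mice lie between 2770 and 3109 nuclei and the L-KO mice between 2841 and 3181.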

UMAP analysis was performed (Figure 2B, Supplemental Fig. 3A–3D). Both control and L-KO livers contributed similar proportions of cells to each cluster (Supplemental Fig. 3E). The clusters were presumptively identified by the presence of marker genes, with HEP1 and HEP2 as hepatocyte clusters [34]. On the one hand, in control mice, HEP1 showed high expression of periportal markers, but low expression of pericentral markers; conversely HEP2 showed high expression of pericentral markers, but low expression of periportal markers [38] (Figure 2C). These patterns identify HEP1 and HEP2 as the periportal and pericentral nuclei, respectively, and highlight the robust transcriptional differences between them. In L-KO mice, on the other hand, pericentral markers were low in both HEP1 and HEP2, and periportal markers were high in both HEP1 and HEP2. These data show a disruption in the normal zonation profiles and suggest that the transcriptional distinctions between the two hepatocyte clusters were attenuated in the knockout mice.

To determine the effects of TCF7L2 on global gene distribution, we calculated the ratio of expression of each differentially expressed gene in HEP2 versus HEP1 in each genotype. We then plotted the ratio in the knockout livers against the ratio in control livers (Figure 2D). The resulting slope was less than 1. These data suggest that the difference between HEP2 and HEP1 is diminished in the absence of TCF7L2.

To examine, with greater granularity, the effects of TCF7L2 on zonation, we performed diffusion pseudodistance analysis. Here, the distance of each nucleus from the central vein was inferred from diffusion map dimensionality reduction [38], enabling us to assess gene expression quantitatively across the lobule. This analysis showed 1616 transcripts were significantly zonated in control mice—that is, they showed a non-uniform distribution across the lobule; only 904 of these transcripts retained zonation in the knockout mice (Figure. 2E). Moreover, 253 genes became significantly zonated in knockout mice.

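The gradient between the ends of the lobule was smaller in L-KO than in CON livers for most of the genes read that are zonated in both. The paper's layer 1 mean of *Cyp2e1*, a pericentral cytochrome P450, was 26.8 in CON and 18.3 in L-KO livers, a ratio computed here of 0.685, which is within 1.5 times. *Cyp2f2*, a periportal cytochrome P450, had a layer 1 mean of 0.170 in CON and 2.25 in L-KO livers, a ratio of 10.5. *Hal*, which starts histidine breakdown and is periportal, went from 0.180 to 1.11 in layer 1. Among the 1998 genes read, the paper marks 1148 as zonated in CON livers only, 658 in both genotypes and 192 in L-KO livers only. Of the 1806 read genes that are zonated in CON livers, 36.4% are therefore also zonated in L-KO livers. Across the 658 genes zonated in both, the slope of the log2 layer 1 to layer 8 ratio in L-KO livers on that in CON livers was 0.60. The ratio was closer to 1 in L-KO livers for 447 of them, or 67.9%, and 19 had the opposite direction. Genes are not replicates and mice are pooled, so the slope has no test. The paper inferred the layers from expression itself, with published pericentral and periportal signatures, and it reports such markers as shifted in L-KO nuclei. A layer may therefore not be the same position in both genotypes, and how far this affects the slope was not tested.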

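The 192 read genes that the paper marks as zonated in L-KO livers only include a few genes of lipid synthesis. Of 14 genes of de novo lipogenesis and triglyceride synthesis read, 11 are marked as zonated in CON livers. *Acaca*, which encodes acetyl-CoA carboxylase, had CON means of 5.59 in layer 1 and 5.27 in layer 8, and L-KO means of 14.0 and 10.2. *Lpin1*, a phosphatidate phosphatase of triglyceride synthesis, had CON means of 1.03 and 0.933 and L-KO means of 2.90 and 2.26. *Hgd*, an enzyme of tyrosine breakdown, sloped the other way, with 7.70 and 8.06 in CON and 9.67 and 11.0 in L-KO livers. The means are the paper's, and the L-KO to CON ratios in layer 1 computed here were 2.49 for *Acaca*, 2.73 for *Lpin1* and 1.25 for *Hgd*.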

We next performed unsupervised clustering of the genes that were significantly zonated in either genotype. 

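Zonated genes are grouped into modules A to D in the paper's Supplemental Table 3. The paper formed the modules by hierarchical clustering of these genes over the 8 layers of both genotypes, so the directions per module follow in part from the clustering and are not independent evidence of it. In module A, which holds 340 of the genes read, the median L-KO to CON ratio was 1.21 in layer 1 and 1.31 in layer 8. Module B, with 1026 genes, was pericentral in CON livers and had lower layer 1 means in L-KO livers, with median ratios of 0.798 and 0.978. By the size rule, 319 of its genes were lower in layer 1 and 4 were higher. Among them were *Mup17* and *Mup15*, major urinary proteins, whose layer 1 means went from 12.4 to 1.22 and from 8.16 to 1.01. Module C, with 326 genes, was periportal in CON livers and had lower layer 8 means in L-KO livers, at a median ratio of 0.765. In layer 8 of module C 107 genes were lower and 0 were higher. The transcription factor *Foxq1* and the chemokine *Cxcl1* had layer 8 ratios of 0.319 and 0.332. Module D, with 306 genes, was also periportal in CON livers, but had higher layer 1 means in L-KO livers, at a median ratio of 1.45. In layer 1 of module D 137 genes were higher and 0 were lower. *Gldc*, of the glycine cleavage system, had a layer 1 ratio of 6.71. The median layer 1 to layer 8 ratio went from 1.47 in CON to 1.20 in L-KO livers in module B and from 0.630 to 0.764 in module D. Over all genes read, the median L-KO to CON ratio was 0.946 in layer 1 and 1.01 in layer 8.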

We found four gene expression modules with distinct patterns of expression across the lobule in control and L-KO mice. These modules were found by overrepresentation analysis, using Enrichr, to be associated with distinct sets of metabolic processes [41,[43], [44], [45]] (Figure 2F, Supplemental Table 2). 

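Of 22 complement and coagulation genes read, 9 had lower means in layer 8 of L-KO livers, 0 had higher means and 13 were within 1.5 times. In layer 1, 5 were lower, 0 were higher and 17 were within 1.5 times. *C8b*, a part of the membrane attack complex, had the paper's layer 8 means of 2.52 in CON and 0.853 in L-KO livers, a ratio computed here of 0.352, and *C3*, the central complement protein, one of 0.560. At a threshold of 2 times 2 were lower in layer 8 and 1 in layer 1. Of 18 genes of amino acid catabolism, 3 were higher and 1 was lower in layer 1, and 14 were within 1.5 times. The 3 were *Gldc*, *Hal* and *Kyat1*, a kynurenine aminotransferase with a ratio of 1.53. The 1 was *Bhmt*, which remethylates homocysteine, with a ratio of 0.443. In layer 8, 2 of the 18 were higher and 3 were lower.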

Module A was enriched in the genes of triglyceride biosynthesis; module B was enriched in the genes of fatty acid β-oxidation; module C was enriched in the genes of complement and coagulation; and finally, module D was enriched in the genes of amino acid and urea cycle metabolism.

The activity of TCF7L2 is regulated primarily by β-catenin. β-catenin is a master transcriptional regulator that is active only in those hepatocytes which are close to the central vein. Previous studies using the livers of mice with gain and loss of β-catenin function identified 673 genes which were induced by β-catenin and 261 genes suppressed by β-catenin [47]. We determined the overlap between these β-catenin regulated gene sets and the modules identified in Figure 2F (Figure 2G, see also Supplemental Tables 3 and 4). We found that Module B was highly enriched in genes induced by β-catenin whereas Modules C and D were highly enriched in genes suppressed by β-catenin. 

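Genes known to be induced by β-catenin were over-represented in module B, and genes it suppresses in modules C and D. In the paper's Supplemental Table 4, 209 genes of module B are in the set of 673 induced genes. That is 7.07 times the overlap expected among the 32476 genes of the deposited gene list (one-sided exact hypergeometric test, adjusted p = 2.62e-118, Benjamini-Hochberg over 8 tests). The suppressed set of 261 genes shares 55 with module C, 15.0 times the expected overlap (adjusted p = 1.19e-47), and 75 with module D, 22.5 times (adjusted p = 2.56e-79). The opposite sets passed the same test with smaller folds in modules B and C. Module B shares 24 genes with the suppressed set, 2.09 times the expected (adjusted p = 0.000752), and module C 16 with the induced set, 1.70 times (adjusted p = 0.0334). The paper's adjusted p-values for these are 0.0631 and 0.345. Induced genes in module D were 0.814 times the expected number (adjusted p = 0.759). *Glul* and *Lgr5* of module B are among the induced genes, *C8b* of module C and *Gls2* of module D among the suppressed. With the zonated genes as the background, which are the genes that could enter a module, these overlaps were 1.44 times the expected for module B (adjusted p = 8.50e-16), 1.90 for module C (adjusted p = 8.61e-07) and 2.85 for module D (adjusted p = 2.36e-19), while the opposite sets of modules B and C were at 0.265 and 0.346 times and did not pass. The paper proposes a model in which module B holds genes activated, and module D genes suppressed, by the β-catenin/TCF7L2 complex.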

Module A showed significant enrichment of genes that were both induced and suppressed by β-catenin [47].

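Module A shares 50 genes with the induced set and 22 with the suppressed set in the paper's table. These are 5.07 and 5.75 times the overlaps expected among all listed genes (one-sided exact hypergeometric test, adjusted p = 1.08e-20 and 9.28e-11). Induced genes of module A include *Cyp27a1*, an enzyme of bile acid synthesis, and *Gsta3*, a glutathione transferase. Suppressed ones include *Acss2*, which makes acetyl-CoA from acetate, and *Car3*, a carbonic anhydrase whose layer 1 mean in the paper's table was 15.9 in CON and 30.5 in L-KO livers. Among zonated genes alone, neither overlap of module A passed the test, at 1.03 times the expected for induced genes (adjusted p = 0.844) and 0.728 for suppressed genes.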

### 3.3 Characterization of glutamine metabolism in *Tcf7l2* L-KO mice

To better understand the differences between L-KO and control mice we performed differential gene expression analysis within each zone [41,[43], [44], [45]], focusing on the pericentral zone (HEP2), which appeared to have the greatest changes (Figure 3A, Supplemental Fig. 4A). Among the genes in the pericentral region that were reduced by *Tcf7l2* deletion, the most overrepresented gene set was TCF/LEF signaling, as expected. 

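Target genes of Wnt and β-catenin had lower pericentral means in L-KO livers. Of 6 such genes read, 6 were lower in layer 1 and 0 were higher, with a median L-KO to CON ratio of 0.374. *Lgr5*, a receptor that enhances Wnt signalling, had the paper's layer 1 means of 1.97 in CON and 0.0119 in L-KO livers, a value 32.6 times lower after the 0.05 was added. *Axin2*, a feedback inhibitor of the pathway, went from 0.218 to 0.0258 and *Notum*, a secreted Wnt inhibitor, from 0.635 to 0.0733. *Nkd1*, another inhibitor, was 0.0446 in CON livers and is listed at 0 in L-KO livers. The means of most of these genes are low, and 0 of the 6 were called with a minimum mean of 0.5 over the layers. Layer 1 is an end of the lobule by pseudodistance, while HEP2 is a cluster of nuclei.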

The second most overrepresented gene set was glutamate/glutamine metabolism. This was particularly interesting to us given the change in amino acid and urea cycle metabolism observed by metabolomics (Figure 1M,N).

**Figure 3:**
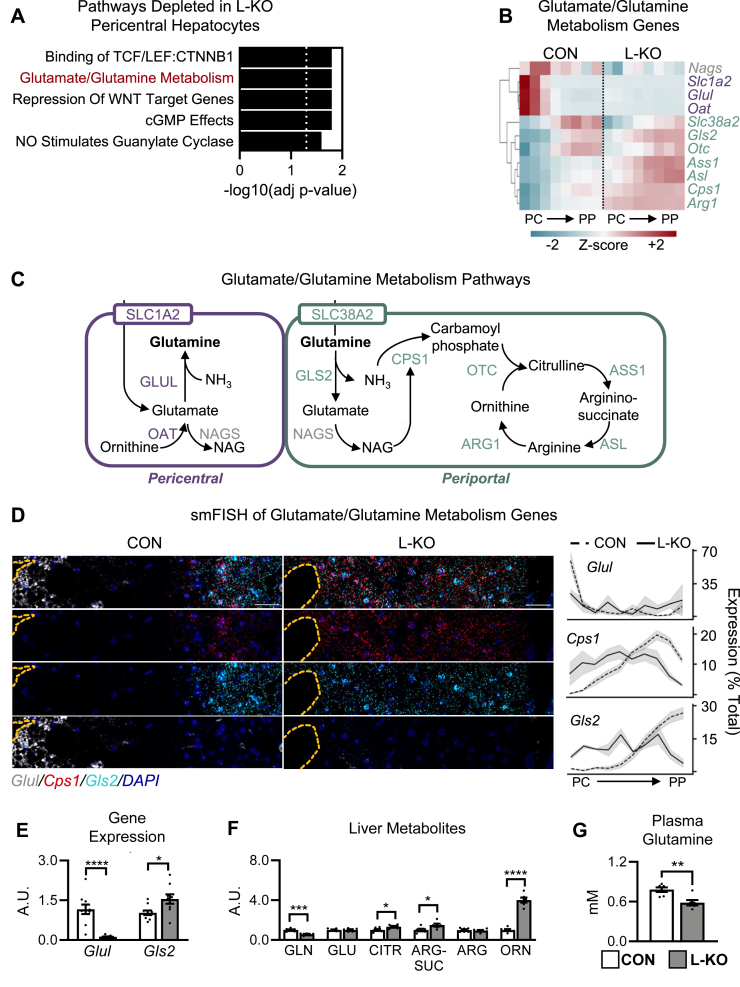
**Glutamine metabolism is perturbed in *Tcf7l2* L-KO mice.** Five- to eight-week old male *Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on a Western diet for twelve weeks. (**A**) Genes that were differentially expressed between pericentral hepatocytes (HEP2) from CON and L-KO livers by snSEQ were subjected to Enrichr analysis as described in methods. The five most significant gene sets are shown. Dotted line marks significance threshold of -log10(adj *p*-value)>1.3. (**B**) Heatmap of genes in the Glutamate/Glutamine Metabolism gene set. (**C**) Metabolic pathways. (**D**) Representative images of smFISH and quantification. (**E**) Liver QPCR analysis. (**F**) Liver metabolites. (**G**) Plasma glutamine levels. Data are presented as the mean ± SEM; *n* = 4–8/group. *P* values were determined by Student’s *t*-test; ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, ∗∗∗∗*P* < 0.0001. Central vein highlighted by dashed yellow line; scale bar = 40 μm. A.U., arbitrary units. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

Unsupervised clustering of the genes involved in glutamate and glutamine metabolism [41,42] revealed groups of genes with distinct patterns of gene expression that, interestingly, correlated with function (Figure 3B, C). One group was enriched in the pericentral nuclei of control mice, and lost in the L-KO mice. It contained genes involved in the production of glutamine (*Slc1a2*, *Glul*, and *Oat*). 

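The pericentral means of *Glul* and *Oat* were many times lower in L-KO than in CON livers. *Glul*, which encodes glutamine synthetase, had the paper's layer 1 means of 7.96 in CON and 0.475 in L-KO livers, 15.2 times lower by the ratio computed here. In layer 8 its means were 0.135 and 0.233. *Oat*, ornithine aminotransferase, had a layer 1 mean of 0.961 in CON and 0.0218 in L-KO livers, 14.1 times lower. Both genes are in module B, and both were lower when each layer was divided by its sum over the genes read. *Oat* was left out by a minimum mean of 0.5. *Slc1a2* was not analysed here.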

Another group of genes was enriched in the periportal nuclei of control mice; in the L-KO mice, their expression was more diffuse. It contained genes involved in the consumption of glutamine (*Slc38a2*, *Gls2*, *Cps1*, *Otc*, *Ass1*, *Asl*, *Arg1*).

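In L-KO livers the genes that consume glutamine and run the urea cycle had higher pericentral means, and 6 of 6 genes of the group read were higher in layer 1, with a median ratio of 4.11. *Gls2*, the liver glutaminase, had the paper's layer 1 means of 0.107 in CON and 1.74 in L-KO livers, a ratio of 11.4. *Cps1*, which makes carbamoyl phosphate from ammonia, went from 6.43 to 34.0, a ratio of 5.26. The later urea cycle genes *Ass1*, *Asl* and *Arg1* had layer 1 ratios of 3.72, 2.63 and 4.51, and *Otc* one of 1.60. At the portal end the ratios were smaller. In layer 8 *Gls2* had means of 3.58 in CON and 4.21 in L-KO livers and *Cps1* 30.1 and 44.4. Of the 6 genes, *Ass1* and *Asl* were higher in layer 8, with ratios of 2.20 and 1.65, and 4 were higher when each layer was divided by its sum. The layer means of *Cps1*, *Ass1*, *Asl* and *Arg1* were higher in L-KO livers in each of the 8 layers, so averaging over layers would not remove these differences. The paper's QPCR of whole liver homogenates, in contrast, found normal *Cps1* and no robust change in urea cycle genes (Fig. 1O). That disagreement is unexplained. For *Gls2* the same kind of QPCR found an increase (Fig. 3E). *Slc38a2* was not analysed here. The study chose this gene group on these livers, so its direction is not independent evidence. The paper measured lower glutamine in the livers and plasma of L-KO mice. It describes the decrease as a consequence of these patterns and of the loss of the glutamine production genes.

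**Figure D2:**
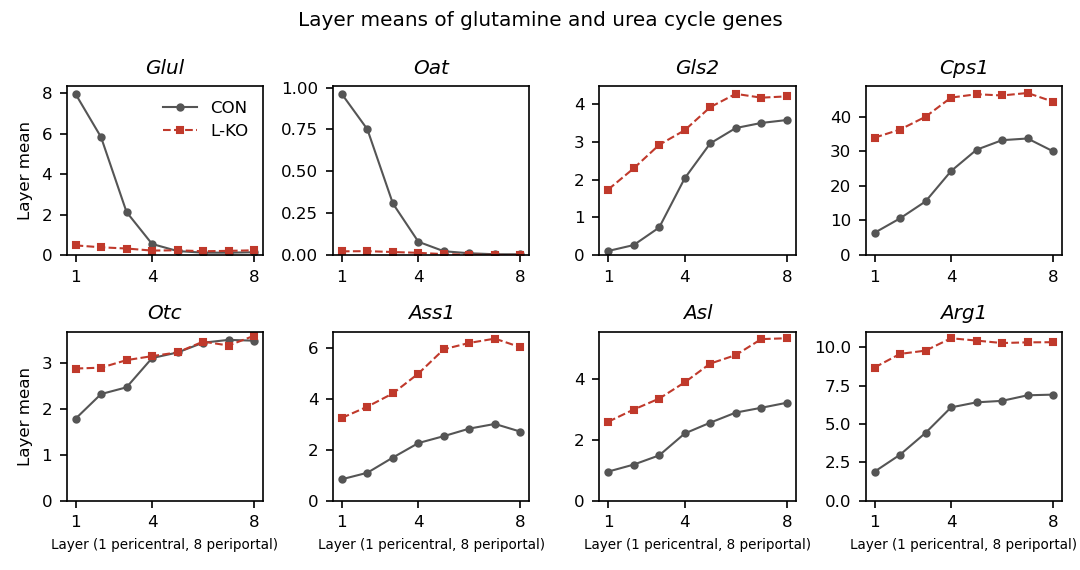
Mean of each gene in the paper's table (vertical axis, unit not stated) against layer from 1 (pericentral) to 8 (periportal), for CON (solid grey) and L-KO livers (dashed red), with mice pooled and no error. *Glul* and *Oat* are high in layer 1 of CON livers only, at 7.96 and 0.961. *Gls2* and the urea cycle genes are higher in layer 1 of L-KO than of CON livers.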

To confirm these changes, we performed single molecule *in situ* hybridization (smFISH). In control livers, the glutamine synthesis gene, *Glul*, was clearly expressed in the first few layers of hepatocytes surrounding the central vein; in L-KO mice, it was undetectable in any hepatocyte. In contrast, the glutamine consumption gene *Gls2*, as well as the urea cycle enzyme *Cps1*, were restricted to the periportal region in control livers but expanded in the knockout livers, mirroring the snSEQ results (Figure 3D). QPCR analysis of whole liver homogenates, which reflects the average expression across all zones, showed L-KO mice to have decreased *Glul* and increased *Gls2* (Figure 3E), -but normal levels of *Cps1* (Figure 1O).

In parallel with these gene expression changes, glutamine levels were significantly reduced in the livers of L-KO mice, whereas the urea cycle intermediates, citrulline, arginino-succinate and ornithine were significantly increased (Figure 3F). Glutamine levels were also reduced 25% in the plasma of L-KO mice (Figure 3G).

### 3.4 Phenotypic profiling of individuals with the *TCF7L2* rs7903146 variant

The profound, but unexpected, effects of *Tcf7l2* on metabolism in mice raised the question of whether TCF7L2 may also have effects beyond diabetes in humans. We therefore performed a Phenome-Wide Association Study (PheWAS), testing the association of *TCF7L2* with other metabolic phenotypes. The UK Biobank [51] contains both genetic data and baseline plasma measurements of 168 biomarkers, including amino acids, fatty acids, glycolysis metabolites, ketones, inflammatory markers, lipids and lipoproteins (Supplemental Table 5) [52]. Among the patients phenotyped for these biomarkers, we identified 54,649 individuals with the CC genotype, 44,178 with the CT genotype, and 9,192 with the TT genotype for the rs7903146 variant in *TCF7L2*, the strongest GWAS signal for type 2 diabetes [1]. These groups were not significantly different by age but showed slight male predominance (Table 1).

As expected, the SNP was positively associated with type 2 diabetes (Table 1, odds ratio per T allele, 1.352 [95% CI, 1.298–1.408], *p* = 1.89e-168). The biomarker showing the strongest association was glucose, which was positively associated with the T allele (Figure 4; effect estimate per T allele, 0.055 mmol/l [0.045–0.066], *p* = 1.44e-47). The biomarker showing the second strongest association was glutamine (effect estimate per T allele, −2.137 μmol/l [−2.874–1.399], *p* = 1.37e-08), which was negatively associated with the T allele. The association with glutamine remained significant even after adjusting for diabetes status, as well as age and sex (*p* = 2.79e-06).

**Figure 4:**
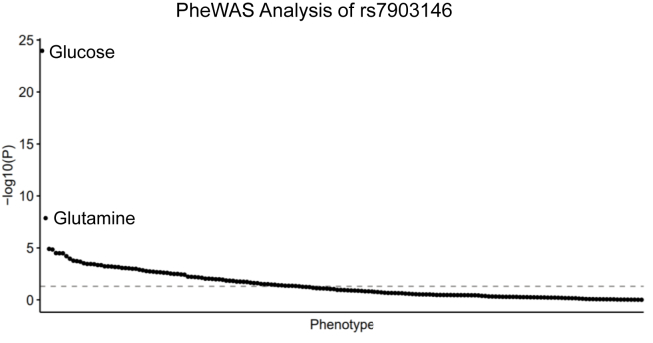
**The TCF7L2 rs7903146 variant associates with glutamine.** Human phenotypic profiling of TCF7L2 rs7903146 variant within UK Biobank study participants. Association *p*-values for rs7903146 carrier status and 168 NMR-derived biomarkers. -log10(*p*-values) were calculated using linear regression models. Dashed gray line shows Bonferroni-corrected threshold for significance (*p* = 2.97e-04).

## 4 Discussion

Mice with liver-specific knockout of *Tcf7l2* show zone-specific disruptions in gene expression. In particular, the genes for glutamine synthesis, which are normally located pericentrally, are lost, and the genes for glutamine degradation/urea cycle, which are normally periportal, are expressed by more hepatocytes. In parallel, glutamine is decreased in the livers and plasma of knockout mice and the plasma of individuals harboring the rs7903146 variant in *TCF7L2*. Thus, these studies reveal a critical role for TCF7L2 in organizing gene expression in the liver and maintaining metabolic homeostasis.

Previous studies *in vitro* and using bulk liver homogenates have shown a variety of direct and indirect interactions of TCF7L2 with other transcriptional regulators, particularly β-catenin [10,17,18,47]. β-catenin can only enter the nucleus, interact with TCF7L2, and regulate gene expression in the pericentral hepatocytes [56]. This is due to at least two factors. First, the WNT ligands that activate β-catenin--particularly WNT2 and WNT9b, which are required for zonation [56] --are expressed in the central vein endothelial cells and have a very limited signaling radius, potentially due to their lipidation and limited diffusion capability [12,57]. Second, WNT signaling is suppressed in the periportal region due to expression of Wnt antagonists [58,59]. In addition, *Tcf7l1*, a potential repressor of TCF7L2, has been reported to be periportally enriched [[60], [61], [62]]. Consequently, TCF7L2 can only activate β-catenin targets in the pericentral hepatocytes.

Chromatin immunoprecipitation studies in the livers of mice with mutations in β-catenin have elegantly shown that TCF7L2 binds to a distinct set of promoters in the presence versus absence of β-catenin [47]. Our data are consistent with this, and suggest a model in which β-catenin, TCF7L2 and other transcription factors interact to produce at least four distinct gene expression modules. Module B represents a set of genes that are activated by the β-catenin/TCF7L2 complex; these genes are pericentrally enriched in controls, suppressed by *Tcf7l2* deletion and enriched in genes that are activated by β-catenin. Module D represents genes that are suppressed by the β-catenin/TCF7L2 complex; these genes are periportally enriched in controls, induced by *Tcf7l2* deletion, and enriched in genes that are suppressed by β-catenin. Module C represents genes that are activated by TCF7L2 via a distinct complex that is disrupted by β-catenin; these genes are periportally enriched in controls, suppressed by *Tcf7l2* deletion, and enriched in genes that are suppressed by β-catenin. Module A represents a heterogenous group that may involve two or more transcriptional complexes.

These changes in gene expression in *Tcf7l2* L-KO mice are associated with widespread perturbations in metabolism, particularly glutamine metabolism. On the one hand, expression of the glutamine degrading enzyme *Gls2* is no longer confined to the periportal hepatocytes in L-KO mice and bulk transcript levels are increased. Furthermore, the urea cycle genes, which are required for the disposal of the ammonia generated by glutamine catabolism, are ectopically expressed, and several urea cycle metabolites are increased. On the other hand, the genes for glutamine production, particularly *Glul*, normally expressed in the pericentral hepatocytes, are lost. Consequently, *Tcf7l2* L-KO mice show a 42% and 25% decrease in glutamine in their livers and plasma, respectively.

Regarding lipid and glucose metabolism, the effects of hepatic *Tcf7l2* deletion is modest. 

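Genes of lipid synthesis had higher means in L-KO livers at both ends of the lobule. Of 14 genes of de novo lipogenesis and triglyceride synthesis read, 12 were higher in layer 1 and 0 were lower, with a median ratio of 2.67, and 12 were higher in layer 8, with a median ratio of 2.32. *Acly*, which makes cytosolic acetyl-CoA, had the paper's layer 1 means of 0.403 in CON and 6.02 in L-KO livers, a ratio of 13.4. *Pnpla3*, a lipid droplet protein, went from 0.383 to 4.75 and *Me1*, malic enzyme, from 1.85 to 13.9. *Mlxipl*, which encodes the transcription factor ChREBP, and *Agpat2* were within 1.5 times, at 1.00 and 0.834. The paper's QPCR of whole liver homogenates, in contrast, found the lipogenic genes it assayed similar between genotypes (Fig. 1L). The layer means of *Acly* and *Acaca*, which are among those genes, were higher in L-KO livers in each of the 8 layers. Of 18 genes of fatty acid oxidation, 3 were lower in layer 1, 0 were higher and 15 were within 1.5 times, with a median ratio of 0.879. The 3 were *Cyp4a10* and *Cyp4a14*, fatty acid ω-hydroxylases, with ratios of 0.320 and 0.536, and *Acaa1a*, a peroxisomal thiolase, with 0.586. *Cpt1a*, which admits fatty acids to mitochondria, had a ratio of 0.984. In layer 8, 4 of the 18 oxidation genes were lower and 0 were higher, with a median ratio of 0.824. At a threshold of 2 times 1 oxidation gene was lower in layer 1. Over all genes read the median layer 1 ratio was 0.946. In module B, which the paper found enriched in fatty acid β-oxidation genes, it was 0.798, with 31.1% of the genes read lower. The 3 of 18 therefore do not set oxidation genes apart from the other genes read.

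**Figure D3:**
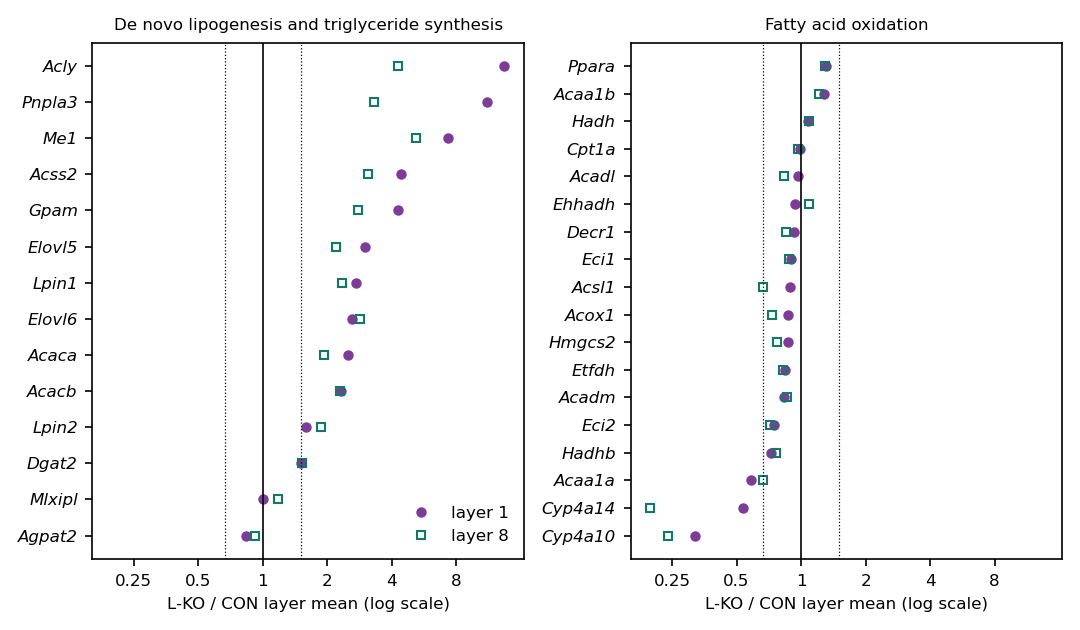
L-KO to CON ratio of the layer mean (horizontal axis, log scale, no unit) of each gene read of lipid synthesis (left) and fatty acid oxidation (right). Filled circles are layer 1, open squares are layer 8, the solid line is a ratio of 1 and the dotted lines are 1.5 times higher and lower. In layer 1, 12 synthesis genes lie above the upper line and 3 oxidation genes below the lower.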

Although L-KO mice also show increased expression of the lipogenic genes and decreased expression of the fatty acid oxidation genes in the pericentral hepatocytes, plasma and hepatic lipids are unchanged. Moreover, neither bulk levels of gluconeogenic gene expression, the distribution of the gluconeogenic genes across the lobule (Supplemental Fig. 4B), nor blood glucose levels are affected by *Tcf7l2* deletion. 

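The gluconeogenic genes had similar layer means in both genotypes. Of 4 read, 0 were higher and 0 were lower by 1.5 times in layer 1 or in layer 8. *Pck1*, which encodes phosphoenolpyruvate carboxykinase, had the paper's layer 1 means of 14.7 in CON and 14.5 in L-KO livers and layer 8 means of 32.1 and 29.1. *G6pc*, glucose-6-phosphatase, had 3.50 and 3.15 in layer 1 and 4.21 and 5.50 in layer 8. The layer 1 ratios computed here were 0.987 for *Pck1*, 0.900 for *G6pc*, 1.25 for *Fbp1* and 1.24 for *Pcx*. With mice pooled, the size of the difference that could have been missed is not known.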

Given the close genetic association of *TCF7L2* with diabetes, we further studied L-KO mice at multiple time points, on different obesogenic diets and after fasting. Yet, glucose levels were largely normal. We even considered the impact of deranged glutamine metabolism on glucose levels. Glutamine can potentially compensate for glucose in maintaining tricarboxylic acid cycle intermediates in the mitochondria [63] and fuel gluconeogenesis [64]. L-KO mice expressed normal levels of the mitochondrial oxidative phosphorylation complexes (Supplemental Fig. 5A), and, importantly, showed glucose levels similar to controls even during a glutamine challenge test (Supplemental Fig. 5B).

The phenotype of markedly perturbed glutamine metabolism in the absence of overt changes in glucose and lipid metabolism is also observed in females, showing that the role of hepatic TCF7L2 is not sex-specific (Supplemental Fig. 6). We would also note that during the revision of our manuscript, a different model of hepatic *Tcf7l2* disruption was published [62]. Again, marked changes in zonation and glutamine metabolism were observed, but glucose levels were normal [62].

Taken together, these studies suggest that the major effect of TCF7L2 on glucose homeostasis is mediated not by the liver but by extrahepatic tissues, potentially the β-cell. Nonetheless, it remains possible that the defects in glutamine metabolism produced by *Tcf7l2* disruption in the liver may indirectly promote metabolic dysfunction, as low glutamine levels can impair β-cell function [65,66], and glutamine supplementation in humans appears to have beneficial metabolic effects [67]. The fact that we did not observe changes in insulin levels in our studies, or changes in glucose after glutamine challenge (Supplemental Fig. 6B) suggests that these indirect effects are insufficient on their own to produce diabetes. Instead, our data suggest that in TCF7L2-associated diabetes, the loss of *Tcf7l2* in the β-cells and adipose may be the primary drivers of diabetes, with low glutamine levels due to loss of *Tcf7l2* in the hepatocytes as an aggravating factor. Consistent with this, we find that the rs7903146 variant of *TCF7L2* is associated with elevated plasma glucose as well as decreased plasma glutamine.

## 5 Conclusions

Our data indicate that TCF7L2 plays a central role in the organization of transcription within the liver lobule. While its direct effects on glucose homeostasis are modest, disruption of hepatic TCF7L2 produces widespread disruption of metabolism, particularly glutamine metabolism. Furthermore, the *TCF7L2* rs7903146 variant is associated with decreased plasma glutamine in humans. Taken together, these data indicate that TCF7L2 is a central regulator of glutamine metabolism.

## CRediT authorship contribution statement

**Joanna Krawczyk:** Investigation, Writing – review & editing. **William O’Connor:** Investigation, Methodology, Visualization, Writing – original draft, Writing – review & editing. **Pedro Vendramini:** Investigation. **Mareike Schell:** Investigation, Visualization, Writing – original draft, Writing – review & editing. **Kiran J. Biddinger:** Investigation, Methodology, Visualization, Writing – original draft, Writing – review & editing. **Matt Kanke:** Methodology. **George Pengo:** Investigation, Visualization. **Ivana Semova:** Investigation. **Tiffany Fougeray:** Investigation. **Marcia Haigis:** Methodology. **Krishna G. Aragam:** Supervision. **Wouter H. Lamers:** Writing – review & editing. **Linus T. Tsai:** Methodology. **Praveen Sethupathy:** Methodology. **Sudha B. Biddinger:** Conceptualization, Funding acquisition, Methodology, Project administration, Supervision, Visualization, Writing – original draft, Writing – review & editing.

## Relationships

There are no additional relationships to disclose.

## Patents and intellectual property

There are no patents to disclose.

## Other activities

K.A. has consulted for Sarepta Therapeutics and reports a research collaboration with Novartis. J.K. is an employee of Source Bio, Inc. M.K. is now an employee of Amgen. I.S. is now an employee of Regeneron Pharmaceuticals.

## Financial support

10.13039/100000025National Institutes of Health, T32 training grant DK007260 (JK).

Harvard Digestive Disease Center, P30 DK034854 (Pilot and Feasibility Award to SBB, MH).

American Heart Association, 862032 (KGA).

10.13039/100000025National Institutes of Health, 5R01DK125898 (SBB) and 1K08HL153937 (KGA).

Deutsche Forschungsgemeinschaft (DFG, German Research Foundation) – Projektnummer 540879521 (MS).

## Declaration of competing interest

K.A. has consulted for Sarepta Therapeutics and reports a research collaboration with Novartis. J.K. is an employee of Source Bio, Inc. M.K. is an employee of Amgen. I.S. is an employee of Regeneron Pharmaceuticals.

## Data Availability

All data are available in the main text or the supplementary materials (please see 2.11 Data Availability).

## Abbreviations

Acaca: Acetyl-CoA carboxylase
Acly: ATP citrate lyase
Arg: Arginase
ARG: Arginine
ARG-SUC: Arginino-succinate
Asl: Argininosuccinate lyase
Ass1: Argininosuccinate synthase
CHOL: Cholangiocytes
Chol: Cholesterol
CON: Control
Cps1: Carbamoyl phosphate synthetase
Cre: Cre recombinase
CTR: Citrulline
DNA: Deoxyribonucleic acid
DPD: Diffusion pseudodistance
DPT: Diffusion pseudotime
ELISA: Enzyme-linked immunosorbent assay
ENDO: Endothelial cells
Fasn: Fatty acid synthase
G6pc: Glucose-6-phosphatase
GFP: Green fluorescent protein
GLN: Glutamine
GlnTT: Glutamine Tolerance Test
Gls2: Glutaminase 2
GLU: Glutamate
Glul: Glutamine synthetase
GTT: Glucose tolerance test
HEP: Hepatocytes
IMM: Immune cells
ITT: Insulin tolerance test
LC-MS: Liquid chromatography–mass spectrometry
L-KO: Liver knockout
MES: Mesenchymal cells
Nags: N-Acetylglutamate synthase
Otc: Ornithine transcarbamylase
ORN: Ornithine
PBS: Phosphate buffered saline
PC: Pericentral
Pepck: Phosphoenolpyruvate carboxykinase
PP: Periportal
PTT: Pyruvate tolerance test
QPCR: Quantitative Real-time polymerase chain reaction
RNA: Ribonucleic acid
smFISH: Single molecule Fluorescence *in situ* hybridization
snSEQ: Single cell sequencing
SNP: Single-nucleotide polymorphism
SUC: Succinate
TG: Triglyceride

## Appendix A Supplementary data

Multimedia component 1 **Supplemental Figure 1:*****Tcf7l2*****L-KO mice on a chow diet show widespread metabolite changes though glucose and lipid homeostasis are largely intact.** Six- to eight-week old male *Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on a chow diet for twelve weeks. (**A**) Liver QPCR analysis. (**B**) Final body weight. (**C, D**) Four hour fasting (**C**) blood glucose and (**D**) plasma insulin. (**E-G**) Blood glucose levels during (**E**) glucose tolerance test (GTT), (**F**) pyruvate tolerance test (PTT), and (**G**) insulin tolerance test (ITT). Four hour fasting (**H**) plasma triglycerides (TG) and (**I**) plasma cholesterol (Chol). (**J**) Liver triglycerides (TG). (**K**) Liver cholesterol (Chol). (**L, O**) Liver QPCR analysis. (**M, N**) Livers were subjected to metabolite profiling, and 35 significantly altered metabolites were identified. (**M**) Proportion of significantly altered metabolites in each category. (**N**) Metabolite Set Enrichment Analysis of significantly altered metabolites. (**P**) AUC of GTT in Western diet-fed male mice (see Figure 1 E). Data are presented as the mean ± SEM; n=5-7/group. AUC, Area Under the Curve, A.U., arbitrary units. Multimedia component 1

Multimedia component 2 **Supplemental Figure 2:*****Tcf7l2*****L-KO mice exhibit no changes in glucose metabolism under different metabolic challenges.***Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) at six- to ten- weeks of age. (**A**) Male mice were placed on chow diet for six weeks. (**B**) Male mice were placed on Western diet for six weeks. (**C**) Male mice were placed on a Western diet for three weeks and housed at thermoneutrality. (**D**) Male mice were placed on high-fat diet for twelve weeks. (**E**) Female mice were placed on chow diet for nine weeks. (**F**) Male were placed on chow diet for four weeks and fasted. Data are presented as the mean ± SEM; n=3-9/group. GTT, Glucose Tolerance Test, AUC, Area Under the Curve, A.U., arbitrary units. *P* values were determined by Student’s *t*-test; ∗*P* < 0.05. Multimedia component 2

Multimedia component 3 **Supplemental Figure 3: snRNA sequencing quality control.** Five- to six-week old male *Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on Western diet for twelve weeks. UMAP visualization by (**A**) sample; (**B**) number of genes and genotype; and (**C**) cell cycle phase. (**D**) Heatmap of cell type markers. (**E**) Cell count by cluster as a percentage of total by genotype. Multimedia component 3

Multimedia component 4 **Supplemental Figure 4: Disruption of hepatic*****Tcf7l2*****results in changes in pericentral and periportal gene expression.** Five- to eight-week old male *Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on Western diet for twelve weeks. (**A**) Genes that were differentially expressed between pericentral (HEP2) or periportal (HEP1) hepatocytes from CON and L-KO livers by snSEQ were subjected to Enrichr analysis as described in methods. The five most significant gene sets are shown. Dotted line marks significance threshold of -log10(adj *p*-value)>1.3. (**B**) The distribution of gene expression across the lobule using snSEQ analysis. Multimedia component 4

Multimedia component 5 **Supplemental Figure 5: Mitochondrial proteins and glutamine challenge in*****Tcf7l2*****L-KO mice.** Five- to eight-week-old male *Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and (**A**) placed on Western diet for twelve weeks or (**B**) on chow diet for two weeks. (**A**) Western blot of mitochondrial respiration complexes (left) and quantification (right). (**B**) Glutamine Tolerance Test (GlnTT). Data are presented as the mean ± SEM; n=6-7/group. AUC, Area Under the Curve, A.U., arbitrary units. Multimedia component 5

Multimedia component 6 **Supplemental Figure 6: Disruption of hepatic*****Tcf7l2*****leads to metabolic changes in Western****diet-fed****female mice.** Six- to eight-week-old female *Tcf7l2*^*Flox/Flox*^ mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on Western diet for twelve weeks. (**A**) Liver QPCR analysis. (**B**) Final body weight. (**C, D**) Four hours fasting (**C**) blood glucose and (**D**) plasma insulin. (**E-G**) Blood glucose levels during (**E**) glucose tolerance test (GTT) and (**F**) pyruvate tolerance test (PTT). Four hour fasting (**G**) plasma triglycerides (TG) and (**H**) plasma cholesterol (Chol). (**I**) Liver triglycerides (TG). (**J**) Liver Cholesterol (Chol). (**K, M**) Liver QPCR analysis. (**L**) Representative images of smFISH and quantification. Data are presented as the mean ± SEM; n=4-8/group. *P* values were determined by Student’s *t*-test; ∗*P* < 0.05, ∗∗∗∗*P* < 0.0001. Central vein highlighted by dashed yellow line; scale bar = 40 μm. A.U., arbitrary units. Multimedia component 6

# Supplementary material for: The diabetes gene Tcf7l2 organizes gene expression in the liver and regulates amino acid metabolism
**Source:** Mol Metab. 2025 Jul 15;99:102208. doi: 10.1016/j.molmet.2025.102208
**Supplement:** Multimedia component 1 — Supplemental Figure 1:Tcf7l2L-KO mice on a chow diet show widespread metabolite changes though glucose and lipid homeostasis are largely intact. Six- to eight-week old male Tcf7l2Flox/Flox mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on a chow diet for twelve weeks. (A) Liver QPCR analysis. (B) Final body weight. (C, D) Four hour fasting (C) blood glucose and (D) plasma insulin. (E-G) Blood glucose levels during (E) glucose tolerance test (GTT), (F) pyruvate tolerance test (PTT), and (G) insulin tolerance test (ITT). Four hour fasting (H) plasma triglycerides (TG) and (I) plasma cholesterol (Chol). (J) Liver triglycerides (TG). (K) Liver cholesterol (Chol). (L, O) Liver QPCR analysis. (M, N) Livers were subjected to metabolite profiling, and 35 significantly altered metabolites were identified. (M) Proportion of significantly altered metabolites in each category. (N) Metabolite Set Enrichment Analysis of significantly altered metabolites. (P) AUC of GTT in Western diet-fed male mice (see Figure 1 E). Data are presented as the mean ± SEM; n=5-7/group. AUC, Area Under the Curve, A.U., arbitrary units.

## Slide 1

A
B
C
D
G
E
F
H
I
J
K
L
N
Enriched Metabolite Sets
Arginine/Proline
Taurine/Hypotaurine
Spermidine/Spermine
Glutathione
Cysteine
Urea Cycle
Enrichment
Ratio
5
10
15
Glutamate
Glycine/Serine
0.9
1.2
1.5
1.8
-log10(p-value)
Gene Expression
Gluconeogenesis
De novo lipogenesis
M
Altered Metabolites
Urea Cycle (8.6%)
Amino acid (5.7%)
TCA Cycle (8.6%)
Amino and
Nucleotide sugar
(25.7%)
Purine/Pyrimidine
(17.1%)
Miscellaneous
(17.1%)
Cofactors
(8.6%)
Glucose
(8.6%)
P
O
Gene Expression
CON
L-KO

# Supplementary material for: The diabetes gene Tcf7l2 organizes gene expression in the liver and regulates amino acid metabolism
**Source:** Mol Metab. 2025 Jul 15;99:102208. doi: 10.1016/j.molmet.2025.102208
**Supplement:** Multimedia component 2 — Supplemental Figure 2:Tcf7l2L-KO mice exhibit no changes in glucose metabolism under different metabolic challenges.Tcf7l2Flox/Flox mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) at six- to ten- weeks of age. (A) Male mice were placed on chow diet for six weeks. (B) Male mice were placed on Western diet for six weeks. (C) Male mice were placed on a Western diet for three weeks and housed at thermoneutrality. (D) Male mice were placed on high-fat diet for twelve weeks. (E) Female mice were placed on chow diet for nine weeks. (F) Male were placed on chow diet for four weeks and fasted. Data are presented as the mean ± SEM; n=3-9/group. GTT, Glucose Tolerance Test, AUC, Area Under the Curve, A.U., arbitrary units. P values were determined by Student’s t-test; ∗P < 0.05.

## Slide 1

A
Chow
 (male)
Western Diet
(male)
Western Diet
Thermoneutral
(male)
High-fat diet
(male)
Chow
(female)
Chow
 (male)
B
C
D
E
F
CON
L-KO

# Supplementary material for: The diabetes gene Tcf7l2 organizes gene expression in the liver and regulates amino acid metabolism
**Source:** Mol Metab. 2025 Jul 15;99:102208. doi: 10.1016/j.molmet.2025.102208
**Supplement:** Multimedia component 3 — Supplemental Figure 3: snRNA sequencing quality control. Five- to six-week old male Tcf7l2Flox/Flox mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on Western diet for twelve weeks. UMAP visualization by (A) sample; (B) number of genes and genotype; and (C) cell cycle phase. (D) Heatmap of cell type markers. (E) Cell count by cluster as a percentage of total by genotype.

## Slide 1

A
CON 1
CON 3
CON 5
CON 2
CON 4
UMAP 2
UMAP 1
L-KO 1
L-KO 3
L-KO 5
L-KO 2
L-KO 4
UMAP 2
UMAP 1
B
D
Alb
Ttr
Hnf4a
Stab1
Stab2
Lyve1
Fcgr2b
Flt4
Vwf
Krt19
Sox9
Epcam
Lrat
Reln
Des
Dcn
Myh11
Cnn1
Mfap4
Col15a1
Thy1
Csf3r
S100a8
Cd3d
Cd3g
Ms4a1
Cd79b
Cd19
Ncr1
Gzma
Nkg7
Itgax
Ccr2
Ly6c2
Adgre1
Csf1r
HEP
ENDO(LSEC)
ENDO(VEC)
CHOL
MES(HSC)
MES(VSMC)
MES(PF)
IMM(Neutrophil)
IMM(T-Cell)
IMM(B-Cell)
IMM(NK Cell)
IMM(DC)
IMM(Monocyte)
IMM(Macrophage)
HEP1
HEP2
ENDO
CHOL
MES
IMM1
IMM2
+2
-2
Z-score
Number of
Genes
CON
L-KO
A
UMAP 2
UMAP 1
C
G1
G2M
S
UMAP 2
UMAP 1
E
CON
L-KO

# Supplementary material for: The diabetes gene Tcf7l2 organizes gene expression in the liver and regulates amino acid metabolism
**Source:** Mol Metab. 2025 Jul 15;99:102208. doi: 10.1016/j.molmet.2025.102208
**Supplement:** Multimedia component 4 — Supplemental Figure 4: Disruption of hepaticTcf7l2results in changes in pericentral and periportal gene expression. Five- to eight-week old male Tcf7l2Flox/Flox mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on Western diet for twelve weeks. (A) Genes that were differentially expressed between pericentral (HEP2) or periportal (HEP1) hepatocytes from CON and L-KO livers by snSEQ were subjected to Enrichr analysis as described in methods. The five most significant gene sets are shown. Dotted line marks significance threshold of -log10(adj p-value)>1.3. (B) The distribution of gene expression across the lobule using snSEQ analysis.

## Slide 1

A
Increased in L-KO Pericentral Hepatocytes
Regulation of Cholesterol Biosynthesis
Activation of Gene Expression by SREBF
Metabolism of Steroids
Metabolism of Lipids
Cholesterol Biosynthesis
-log10(adj p-value)
0
5
10
Increased in L-KO Periportal Hepatocytes
Regulation of Cholesterol Biosynthesis
Activation of Gene Expression by SREBF
Metabolism of Steroids
Cholesterol Biosynthesis
LXR-mediated Signaling
-log10(adj p-value)
0
5
10
Decreased in L-KO Periportal Hepatocytes
Ligand Binding/Uptake by Scavenger Receptors
G-Protein Mediated Events
Neurotransmission
RAC1 Activation Downstream of NMDARs
RNF43 Mutants Signaling
-log10(adj p-value)
0
1
2
B
G6pc
Pepck
16
16
CON
% of Total
Expression
8
8
L-KO
0
0
1
4
8
1
4
8
Layer
Layer

# Supplementary material for: The diabetes gene Tcf7l2 organizes gene expression in the liver and regulates amino acid metabolism
**Source:** Mol Metab. 2025 Jul 15;99:102208. doi: 10.1016/j.molmet.2025.102208
**Supplement:** Multimedia component 6 — Supplemental Figure 6: Disruption of hepaticTcf7l2leads to metabolic changes in Westerndiet-fedfemale mice. Six- to eight-week-old female Tcf7l2Flox/Flox mice were injected with adeno-associated virus encoding either GFP (CON) or Cre (L-KO) and placed on Western diet for twelve weeks. (A) Liver QPCR analysis. (B) Final body weight. (C, D) Four hours fasting (C) blood glucose and (D) plasma insulin. (E-G) Blood glucose levels during (E) glucose tolerance test (GTT) and (F) pyruvate tolerance test (PTT). Four hour fasting (G) plasma triglycerides (TG) and (H) plasma cholesterol (Chol). (I) Liver triglycerides (TG). (J) Liver Cholesterol (Chol). (K, M) Liver QPCR analysis. (L) Representative images of smFISH and quantification. Data are presented as the mean ± SEM; n=4-8/group. P values were determined by Student’s t-test; ∗P < 0.05, ∗∗∗∗P < 0.0001. Central vein highlighted by dashed yellow line; scale bar = 40 μm. A.U., arbitrary units.

## Slide 1

A
B
C
D
E
F
G
H
I
J
K
Gluconeogenesis
De novo lipogenesis
Urea cycle
CON Females
L-KO Females

## Slide 2

L
CON
L-KO
Glul
Gls2
Cps1
Cps1
Increased
brightness
merge
50
30
Glul
Glul
Cps1
Gls2
20
% of Total
Expression
15
25
10
0
0
0
1
5
10
1
5
10
1
5
10
Layer
Layer
Layer
M
CON Females
L-KO Females

How the deposited data were processed for this re-analysis (not part of the article)

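Single nucleus libraries of 5 CON and 5 L-KO livers, in 2 pools, were analysed from the deposited cell barcodes, gene list and hashtag counts. The authors aligned the reads to mm39 with Cell Ranger 6.1.2, removed ambient RNA with CellBender 0.2.0, and used Seurat 4.3.0.1 and scDblFinder 1.14.0, as the submitters' processing notes and the paper's methods name them. The deposited hashtag values are whole-number counts per barcode, and the authors applied no normalization to them that the values show. The paper's text does not name how nuclei were assigned to mice, and mice are identified here by their hashtags alone. The labels number the mice 1 to 10 across both genotypes, the paper's Supplemental Fig. 3A numbers them within each genotype, and neither says that a number pairs mice.

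Hashtag counts were normalized by the centred log ratio over cells, and each of the 10 hashtags of a pool was called with HTODemux in Seurat 5.3.0 (positive quantile 0.99, seed 42), in R 4.3.3. Barcodes with 1 hashtag, or with both hashtags of 1 mouse, were assigned to that mouse. The design had assumed 1 hashtag per mouse, while the files hold 2. Totals under both directions of the centred log ratio and several quantiles had been seen before the calls were merged by mouse, and the main setting is the one written in the design. The median was 253 counts per barcode in pool 1 and 213 in pool 2, and it was 189 and 146 in barcodes with no call against 271 and 226 in those with 1 mouse. The call is made from these counts, so lower counts without a call do not show an effect of depth. Pool 1, the deeper pool, had 65.8% of its barcodes assigned to 1 mouse, and pool 2 had 68.4%. On simulated pools, MULTIseqDemux gave the right mouse to 99.9% of 1-mouse barcodes but found 28.6% of mouse pairs, and the margin rule 93.7% and 99.5%. HTODemux left out 75.0% of simulated barcodes without a hashtag and the margin rule 0.205%. The simulated barcodes with a hashtag had the same expected hashtag share within a pool, so these rates may not hold for real barcodes. Mice were compared by two-sided exact permutation tests over all 252 assignments.

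Gene expression came from the paper's Supplemental Table 3, not from deposited gene counts. The authors ordered hepatocyte nuclei by diffusion pseudodistance and grouped them into 8 layers for each genotype, with mice pooled. The order comes from expression, so a layer may not be the same position in both genotypes. The table is in alphabetical order and its first 1998 rows were read, so genes after *Pros1* were not analysed here, and no overlap or enrichment test was run on it. Ratios used a pseudocount of 0.05 and a size rule of 1.5 times. A slope put in at 0.7 was recovered as 0.698 in simulated data. Noise was added to the L-KO ratios only, so this checks the computation and not the effect of noise in the CON ratios. The overlaps of modules with β-catenin gene sets were taken from Supplemental Table 4, where the authors give p-values, and tested again by a one-sided exact hypergeometric test with scipy 1.17.1. In a simulation of this test, 0.0048 of random draws were as large, against a computed p of 0.0047. The draws came from the distribution the test assumes, so this too checks the computation only.

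The gene lists were glutamine production, glutamine consumption and the urea cycle, Wnt targets, pericentral xenobiotic metabolism, bile acid synthesis, lipogenesis and triglyceride synthesis, cholesterol synthesis and uptake, fatty acid oxidation, complement and coagulation, amino acid catabolism, gluconeogenesis, and markers of other liver cell types. These lists, the tests, the rule for named genes and 54 alternatives were fixed before the deposited files were examined, and 11 alternatives were added later. The paper's supplementary tables were open from the start. The rule names each gene in the paper's text or Figs. 3B, 3C and S4B, each list gene that was read, and for each module the 5 genes with the steepest CON gradient and a mean of at least 1. It gave 234 genes, of which 135 were read. So when the rule was written, the layer means of *Glul*, *Oat*, *Gls2*, *Cps1*, *Acly*, *Pck1* and other genes the paper names, and the metabolite areas, had been seen, and metabolite p-values and fold changes were explored before the scaling and split tests were set.

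Liver metabolites came from Supplemental Table 1 as peak areas per liver, 6 CON and 6 L-KO livers on each diet. Of its metabolites 48 were read and 135 were not. Areas were compared by two-sided exact permutation tests over 924 assignments with Benjamini-Hochberg adjustment over the 48, and limma 3.58.1 on log2(area + 1000) was an alternative. The diet by genotype test drew 100000 permutations within diets. In simulated livers, 81.2% of 12 metabolites changed 2 times were recovered, with a false share of 3.37%. The simulated metabolites varied independently of each other, and most changes called on Western diet were smaller than 2 times. These rates may therefore not hold for the real livers. The other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The *Tcf7l2* locus was read from GRCm39, whose annotation matched 31964 of the 32476 deposited gene identifiers (98.4%). Alternatives covered the hashtag caller and its quantile, each mouse left out, the pools as strata, layer scaling, pseudocount, size rule, minimum mean, overlap background and metabolite scaling. Human data were left out, and some genes are not reported here.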

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

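The tests of metabolite scaling and of other splits of the livers were chosen before their results were seen, and the weighing below uses those. The glutamine differences within a diet without 1 liver were added only after the data were seen. The 80 groups tested held 6 livers or, for nuclei and hashtag counts, 5 mice. In 5 of the groups (6.25%), all of livers, 1 liver stood apart from the rest by Dixon's ratio of its gap to the group's range. Chance gives about 1 in 20. The metabolite areas are those of the paper's Supplemental Table 1.

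Glutamine was far higher in 1 CON liver on chow, at 2.25 times the group's median (ratio 0.694), and lower in 1 L-KO liver on Western diet, at 0.632 times the median (ratio 0.656). On Western diet glutamine decreased by 42.4% in L-KO livers (log2 -0.80, exact permutation p = 0.00216, n = 6 each, the smallest p this design allows). The values argue against a different summed area per liver as the whole cause. After division by it the exact permutation p was 0.0325 (adjusted p = 0.151 over 48 metabolites) and 81.2% of the log2 difference was kept (log2 -0.65). The SD was then 30.3% of the mean in CON and 31.0% in L-KO livers, against 16.2% and 17.6% before. Taurine made 65.6% of the summed area, which covers only the 48 metabolites read, so this sum is a limited gauge of total signal. After division by the median ratio to the mean liver, glutamine's log2 difference was -0.95 (exact permutation p = 0.00216). On chow the difference was -0.33 (exact permutation p = 0.316), and it was -0.05 after division by the summed area (exact permutation p = 0.859) and -0.06 without the high CON liver (exact permutation p = 0.636), while on Western diet it was -0.70 without the low L-KO liver (exact permutation p = 0.00433). The difference between diets was tested on mean log2 areas, where L-KO minus CON was -0.80 on Western diet and -0.25 on chow. It was -0.55 (permutation p = 0.133). On peak areas its permutation p was 0.545, and after division by the summed area it was -0.65 (permutation p = 0.0762). On log2 areas it became -0.74 (permutation p = 0.00978) without the liver farthest from its group's median, a CON liver on chow, so the call that the diets differ depends on that liver. Diet remains open as a biological explanation.

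5-Aminovalerate was highest in 1 L-KO liver on chow, at 1.85 times the median (ratio 0.721). CDP-ethanolamine was highest in 1 CON liver on Western diet, at 1.91 times the median (ratio 0.705). N-acetylaspartate was highest in 1 CON liver on Western diet, at 2.42 times the median (ratio 0.810).

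On Western diet, 8 metabolites passed an adjusted p of 0.05 by exact permutation, and of 100 splits of the 12 livers drawn from 462, only the real one (1 split) gave as many, the highest other giving 0. For this count of unscaled areas, the splits drawn argue against chance at the 0.05 level but do not exclude it. After division by the summed area the count was 0 on Western diet, where the spread was wider and 7 of the 8 had an unadjusted exact permutation p under 0.05, and 5 on chow, while after division by the median ratio it was 6 and 0, so the order of the diets depends on the scaling. On chow the count was 0 by exact permutation, with 9 at an unadjusted p under 0.05 and 2 by limma. There 4-guanidinobutanoic acid had a log2 change of 2.09, with every L-KO liver above every CON liver. Its exact permutation p of 0.00216 is the smallest possible, yet its adjusted p was 0.104. A metabolite alone at that p cannot pass over 48, so the count of 0 does not show an absence of change. With a real count of 0, all of the 100 splits (100 of 100) give at least as many whatever the data, the highest other giving 9, so the splits say nothing about chance on chow.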

How the results depend on the processing

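The calls with hashtags summed or merged differently and with the centred log ratio over tags and the slopes within modules were chosen only after the data were seen. Whether hashtag depth limits how many nuclei are assigned to a mouse was not tested. Pool 1, with a median of 253 hashtag counts per barcode, had 65.8% of its barcodes assigned to 1 mouse. Pool 2, with a median of 213, had 68.4%. Separately, the layer means pool the mice, so they carry no test. The difference in nuclei per mouse, 118, was 9.2 at the lower quantile tried, 189.8 at the higher, 161.4 with MULTIseqDemux, 55 over all barcodes of the hashtag data and -247.6 under the margin rule (exact permutation p = 0.968, 0.111, 0.452, 0.532 and 0.476 in that order), and leaving out each mouse in turn gave 78.6 to 168.9. Its size therefore depends on the call, and it passed the test in none of these. The difference in hashtag counts was -0.20 to -0.05 with a mouse left out. No paired analysis was possible because the genotypes are different mice and the labels number them without overlap. The share of barcodes with 1 mouse, 67.0%, was 70.5% at the lower quantile tried, 63.9% at the higher, 74.7% with MULTIseqDemux, 48.1% under the margin rule, 67.7% over all barcodes of the hashtag data, 68.7% with the log ratio over tags, 59.3% with hashtags summed and 66.0% with only 1-tag barcodes. The share with more than 1 mouse, 8.62%, was 11.3%, 6.94%, 10.2%, 51.0%, 8.91%, 9.66%, 6.69% and 9.67% in that order. The cause was not tested.

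Of the listed genes, 29 were higher and 27 lower in layer 1 (56 in all) and 34 and 20 in layer 8. At a threshold of 2 times these were 19 and 17 (36 in all) and 16 and 5 (21 in all), by the construction of that setting. With a minimum mean of 0.5, 14 were lower in layer 1 and 13 in layer 8. The slope of 0.60 was 0.477 over all genes zonated in CON livers and 0.481 over all genes read, and 0.562 to 0.632 with the other pseudocounts, the minimum mean or pairs of layers. Within modules A to D it was 0.482, 0.525, 0.558 and 0.458, each below 0.60. Of 8 overlaps 7 passed, 5 with 20000 background genes and 3 with the zonated genes, where the suppressed overlaps of modules A and B were 0.728 and 0.265 times the expected and the induced overlap of module C 0.346. On Western diet, 8 metabolites passed. The count was 0 after division by the summed area, 15 at an unadjusted p and 3 with a log2 change over 1.0 as well. On chow the count of 0 was 5, 9 and 2 in the same order and 2 with limma. The diet difference in glutamine, -0.55, was -0.65 after division by the summed area (permutation p = 0.0762) and -0.74 without the farthest liver (permutation p = 0.00978), while on peak areas the permutation p was 0.545. Apart from the wider spread after division by the summed area, the cause of these was not tested. Of 305 values of single genes, metabolites, lists and overlaps, 264 kept their direction and call or, for counts, lay within 1.5 times of the main count. A further 35 moved by more, 3 no longer passed and 3 reversed.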

Differences from the paper's values

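The comparison of each listed fold change with every metabolite was chosen only after the values were seen. A count was taken to differ where one value was over 1.5 times the other, and a fold change where it was off by more than the spread between livers. By this rule 3 of 30 values set beside the paper's differ, and they concern the liver metabolites of Supplemental Table 1, of which 48 were read. Smaller discrepancies follow them. The metabolite areas had been seen when the alternatives were written.

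Among the metabolites read, the paper lists 15 as altered on Western diet and 8 passed an adjusted p of 0.05 by exact permutation here. Of the alternatives set before the deposited files were examined, an unadjusted p (15) gives the paper's count and limma (10) lies within 1.5 times of it. Log2 areas (8), areas divided by their sum (0), areas scaled by the median ratio (6), and an unadjusted p with a log2 change over 1.0 (3) lie outside that range. On chow the paper lists 9 and 0 passed here. The test limits this count, since a metabolite alone at the smallest exact permutation p cannot pass the adjustment over 48. On chow 4-guanidinobutanoic acid, with a log2 change of 2.09, had that p (0.00216) and an adjusted p of 0.104. The unadjusted p (9) gives the paper's count, while log2 areas (0), the summed area (5), the median ratio (0), limma (2) and the added fold threshold (2) lie outside that range. The paper's methods state a threshold on p, name no adjustment, and add a log2 fold change over 1.0. Of all metabolites its lists hold, 4 of 30 on Western diet and 6 of 35 on chow exceed that fold change.

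The paper lists a log2 fold change of -0.16 for glutamine on Western diet, and the areas gave -0.80. It differs under every alternative set before the deposited files were examined, at -0.80 for log2 areas, -0.65 for the summed area, -0.95 for the median ratio and -0.80 for limma. The listed value equals, within a relative 1e-05, the fold change of (iso)leucine, the next metabolite in the table of areas. The listed fold change of alanine, 0.36 against 0.66 from its areas, equals that of aspartate, the next after alanine. The other 22 of 24 listed fold changes match the areas of the metabolite named. All 24 listed p-values match those of the metabolite named when the paper's test is applied to its areas, glutamine's and alanine's included. The decrease of liver glutamine in the paper's text matches the 42.4% computed from its areas.

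The paper's text gives the number of genes zonated in control mice as 1616 and the number of those retained as 904. In the part of its Supplemental Table 3 read here, 1806 genes are marked as zonated in CON livers, more than the paper's number. The paper's 1616, 904 and its number for knockout mice only sum to the size of that table, as 3 separate classes would. With 1616 as the genes zonated in CON only, the share retained is 35.9%, against 36.4% among the genes read. With 1616 as all genes zonated in CON it would be 55.9%, but the 1806 genes marked in the part read already exceed that number. Of the 8 module overlaps 7 passed here and 5 in the paper's table. The pairs that the table does not call are the suppressed set in module B and the induced set in module C, and with 20000 background genes 5 passed here. The paper's background is not stated in its text. The paper states that the distribution of gluconeogenic genes is unaffected. Of 4 read, 4 were within 1.5 times in both end layers, and the table marks *G6pc* as zonated in L-KO livers only. The paper states lower expression of fatty acid oxidation genes in pericentral hepatocytes. In layer 1, 15 of 18 genes had a ratio below 1, with 3 past 1.5 times. Their median ratio was 0.879, between 0.798 in module B and 0.946 over all genes read. These counts therefore do not set the oxidation genes apart.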

Other observations

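The tests of the hashtag pairs and of the lipogenic genes and the comparison of spread after scaling were chosen only after the result was seen. Of 17 genes of pericentral xenobiotic metabolism read, 8 were lower and 1 was higher in layer 1, and 8 were higher and 1 was lower in layer 8, where 3 were higher at a threshold of 2 times. *Cyp2c37*, *Cyp2c50*, *Cyp2c54* and *Nr1i3* were both lower in layer 1 and higher in layer 8, and the other genes were not. *Cyp2c37* had layer 1 means of 2.27 in CON and 0.280 in L-KO livers in the paper's table, and *Cyp1a2* 0.659 and 0.174. *Cyp2c29* went from 0.386 to 2.44 in layer 8, a ratio of 5.71. Of 6 genes of bile acid synthesis, 2 were lower and 1 higher in layer 1, and 1 lower and 3 higher in layer 8. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, had a layer 8 ratio of 2.17. Of 8 genes of cholesterol synthesis and uptake, 5 were higher in layer 1 and 6 in layer 8, with 0 lower, and at a threshold of 2 times 2 were higher in each layer. *Fdps*, an enzyme of the mevalonate pathway, had ratios of 2.68 and 3.42. Of the markers of other liver cell types, 1 was read, *Col15a1*, with a layer 1 ratio of 1.60 at means of 0.0995 and 0.189.

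On Western diet 6 metabolites increased in L-KO livers and 2 decreased, by exact permutation tests adjusted over 48 metabolites (n = 6 livers each). Cystathionine, an intermediate of transsulfuration, had a log2 change of 1.29, and methionine, upstream of it, one of 0.54 (both exact permutation p = 0.00216, adjusted p = 0.0173). Proline had 0.88 (adjusted p = 0.0297) and N,N-dimethylarginine 0.82 (adjusted p = 0.0390). N-alpha-acetyllysine had 0.78 and 3-methylhistidine 0.46 (adjusted p = 0.0173 for both). N-acetylaspartate decreased, with -0.93 (adjusted p = 0.0173). For each of these with an adjusted p of 0.0173, every L-KO liver lay beyond every CON liver. These areas are relative, and after division by the summed area, of which taurine made 65.6%, 0 metabolites passed, with 13 at an unadjusted p under 0.05. That division shifted the log2 changes by a median of 0.16 over the 48 metabolites, and the median-ratio division by -0.14. The log2 changes after the first were 1.44 for cystathionine, 1.01 for proline, 1.00 for N-alpha-acetyllysine, 0.99 for N,N-dimethylarginine, 0.73 for methionine and 0.63 for 3-methylhistidine, larger than before, while those of glutamine and N-acetylaspartate were smaller, at -0.65 and -0.75. The spread between livers was wider, with a median SD over the 8 of 31.6% of the mean in CON and 33.8% in L-KO livers, against 23.1% and 18.4% before, and 7 of the 8 had an unadjusted exact permutation p under 0.05. Cystathionine and N-alpha-acetyllysine remained at the smallest exact permutation p, but 2 metabolites had it in place of 6, which gave them an adjusted p of 0.0519. After division by the median ratio to the mean liver 6 metabolites passed, 3 higher and 3 lower, and 5 of them were among the 8.

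The higher layer 1 means of lipogenic genes in L-KO livers were set against a pair of technical explanations. An overall scale of the L-KO means would raise genes in general, but the median ratio over the genes read was 0.946. That median alone is not a neutral gauge, since module B, which was lower in L-KO livers, holds 1026 of the 1998 genes read. The layer 1 medians of modules A to D were 1.21, 0.798, 0.942 and 1.45, each below the 2.67 of the lipogenic genes. Entry of genes into the table only through zonation in L-KO livers would leave the CON-zonated ones unmoved, but 11 lipogenic genes zonated in CON livers had a median ratio of 2.60. For the genes read, these values argue against both explanations. Differences between mice stay open because the means pool them, and a biological effect of the genotype was not tested. In the paper's own QPCR of whole liver homogenates the lipogenic genes were similar between genotypes (Fig. 1L), so that measure over all layers does not show the difference. The layer means of *Acly* and *Acaca* were higher in L-KO livers in each of the 8 layers. Averaging over layers would therefore not remove the difference for these genes, and the disagreement between the measures is unexplained.

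Barcodes with 2 hashtags seldom carried both hashtags of 1 mouse. Of 4275 such barcodes, 461 did, 10.8% (exact 95% binomial interval 9.87% to 11.8%), against 11.1% by random pairing, a ratio of 0.970. This is consistent with each hashtag marking a separate portion of a mouse's nuclei, which then meet in a droplet at random. No biological explanation was tested.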
